# Repurposing the lineage-determining transcription factor Atoh1 without redistributing its genomic binding sites

**DOI:** 10.3389/fcell.2022.1016367

**Published:** 2022-11-07

**Authors:** Aida Costa, Lynn M. Powell, Mattias Malaguti, Abdenour Soufi, Sally Lowell, Andrew P. Jarman

**Keywords:** hair cell, Atoh1, pioneer factors, cochlea, Gfi1, Pou4f3, inner ear

## Abstract

Although the lineage-determining ability of transcription factors is often modulated according to cellular context, the mechanisms by which such switching occurs are not well known. Using a transcriptional programming model, we found that Atoh1 is repurposed from a neuronal to an inner ear hair cell (HC) determinant by the combined activities of Gfi1 and Pou4f3. In this process, Atoh1 maintains its regulation of neuronal genes but gains ability to regulate HC genes. Pou4f3 enables Atoh1 access to genomic locations controlling the expression of sensory (including HC) genes, but Atoh1 + Pou4f3 are not sufficient for HC differentiation. Gfi1 is key to the Atoh1-induced lineage switch, but surprisingly does not alter Atoh1’s binding profile. Gfi1 acts in two divergent ways. It represses the induction by Atoh1 of genes that antagonise HC differentiation, a function in keeping with its well-known repressor role in haematopoiesis. Remarkably, we find that Gfi1 also acts as a co-activator: it binds directly to Atoh1 at existing target genes to enhance its activity. These findings highlight the diversity of mechanisms by which one TF can redirect the activity of another to enable combinatorial control of cell identity.

## 1 Introduction

During development, lineage commitment often relies on key transcription factors (TFs) that are necessary and sufficient to regulate the gene expression programme specific to a particular cell fate in a particular context. Such TFs, sometimes referred to as master regulators, include basic helix-loop-helix (bHLH) domain TFs such as MyoD, which determines muscle fate (Tapscott et al., 1988), and proneural factors, which determine neural fates (Masserdotti et al., 2016). Often, however, a TF can drive the specification of several seemingly unrelated cell types. How one TF can drive the formation of diverse cell types is a central question in developmental biology. Part of the answer is that master regulator TFs work in partnership with other TFs, with lineages defined by combinatorial codes of TFs. However, the mechanisms by which TFs modulate each other’s function are poorly understood. Recent ChIP-seq experiments have demonstrated that in at least some cases the same TF is targeted to different sites in the genome to determine alternative cellular identities according to composition of the combinatorial TF code. It remains an open question whether there are also cases where a TF defines distinct lineages while remaining at the same genome locations.

It can be difficult to examine to what extent a particular TF is responsible for modifying DNA binding of another TF. Numerous cellular variables such as DNA accessibility, epigenetic landscape, TF cooperativity, cofactors, and enhancer activity influence the genome occupancy of TFs, making it difficult to unpick the relative influence of each of these variables when comparing two different lineage specification events. The advent of *in vitro* cell fate reprogramming has demonstrated that overexpression of specific TF combinations can be sufficient to drive specification towards diverse cell types in the absence of other context-specific variables (Pfisterer et al., 2011; Zhao et al., 2015; Masserdotti et al., 2016; Nakamori et al., 2017). Therefore, cellular reprogramming provides a controlled system in which to investigate how TFs cooperate and modulate each other’s functions for cell fate specificity in the absence of other differences in cellular context (Aydin et al., 2019).

The bHLH-domain TF Atoh1 is an example of a cell lineage regulator that promotes the specification of diverse cell types in diverse tissue contexts (Jarman and Groves 2013). Atoh1-dependent cell types include: 1) sensory hair cells (HCs) located in the inner ear (Bermingham et al., 1999; Chen et al., 2002; Pan et al., 2011) 2) a subset of neurons present in spinal cord and cerebellum (Klisch et al., 2011; Lai et al., 2011) 3) Merkel cells of the skin (Maricich et al., 2009), and 4) secretory cells in the intestine (Yang et al., 2001). Atoh1 function in HC formation is of particular interest because of its potential use in gene therapy to promote HC regeneration in sensorineural deafness. This arises from the finding that Atoh1 is not only necessary but also sufficient for HC formation in rodent models (Bermingham et al., 1999; Zheng and Gao 2000; Jarman and Groves 2013). However, *in vivo* HC regeneration resulting from experimentally supplied Atoh1 is very inefficient, but the factors limiting Atoh1’s function are poorly known (Costa et al., 2015).

There are several obstacles to understanding how Atoh1 specifically drives HC differentiation in the inner ear even though it has the ability to specify other cell types in other contexts. First, the spatial and temporal heterogeneity of embryonic tissues *in vivo* are difficult to dissect. Second, identifying *in vivo* binding sites by ChIP-seq requires large numbers of Atoh1-expressing cells. Atoh1 ChIP-seq analysis has been achieved in the context of cerebellar granule neurons (Lai et al., 2011) and intestinal crypt cells (Kim et al., 2014) but it is difficult in tissues where Atoh1-expressing cells are scarce such as the inner ear. For these reasons, the genome-wide binding occupancy profile of Atoh1 in HCs is yet to be determined.

Previously, we established the first direct programming strategy for generating a reliable supply of HC-like cells (induced HCs, iHCs) from mouse embryonic stem cells (mESCs) (Costa et al., 2015). Although forced expression of Atoh1 alone promoted neuronal differentiation, co-delivery of Gfi1 and Pou4f3 with Atoh1 promoted remarkably robust and efficient iHC differentiation. This suggests that Pou4f3 and Gfi1 can convert Atoh1 from a neuronal determinant to an HC determinant, in keeping with the fact that Pou4f3 and Gfi1 are both vital for HC survival and differentiation *in vivo* (Wallis et al., 2003; Hertzano et al., 2004). However, it is not known how these two TFs modulate Atoh1’s function. Based on our current understanding, an attractive hypothesis would be that Pou4f3 and Gfi1 repress Atoh1’s neuronal transcriptional programme by simply redistributing Atoh1 binding away from neuronal genomic regulatory regions to new regions that control the expression of HC genes.

In this report, we used our TF programming strategy combined with genome-wide approaches (ChIP-seq and RNA-seq) to determine the effects of Gfi1 and Pou4f3 on Atoh1’s DNA binding and transcriptional activities. We demonstrate that Atoh1 can activate a neuronal programme in mESCs and confirm that Gfi1 and Pou4f3 convert Atoh1 to a sensory HC determinant. Surprisingly, however, Gfi1 and Pou4f3 do not repress Atoh1’s neuronal programme during this process, but instead confer on Atoh1 an additional capacity for HC gene regulation. Pou4f3 and Gfi1 achieve this in different ways. Pou4f3 recruits Atoh1 to new genomic sites, but by itself this results in the activation of a generic sensory program and reinforcement of neuronal differentiation. Unlocking the HC programme requires Gfi1, but it does not act by altering the DNA binding profiles of Atoh1 or Pou4f3. Instead, Gfi1 has two functions. First, it represses inappropriate gene expression, consistent with previously described roles in hematopoiesis (van der Meer et al., 2010). Second, Gfi1 interacts with Atoh1 at existing sites as a potent transcriptional co-activator to augment both neuronal and HC-specific sensory programs. Overall, these findings demonstrate how repurposing lineage determining TFs is not necessarily achieved through major change in their binding profiles but can be accomplished in part through more subtle effects such as transcriptional amplification of pre-existing binding sites. Therapeutically, these results suggest new avenues to overcome Atoh1’s limitations in promoting HC regeneration.

## 2 Materials and methods

### 2.1 Generation, growth and differentiation of doxycycline-inducible mESC lines

For the generation of the dox-inducible mESC lines expressing different combinations of Atoh1 (A), Pou4f3 (P) and Gfi1 (G) (iAtoh1, iPou4f3, iGfi1, iG+P, iG+A, iP+A and iGPA), the following plasmids were constructed following the procedures described below (Figure 1A). All primers are given in Supplementary Table S1. All plasmids and full sequences are available upon request:

**FIGURE 1:**
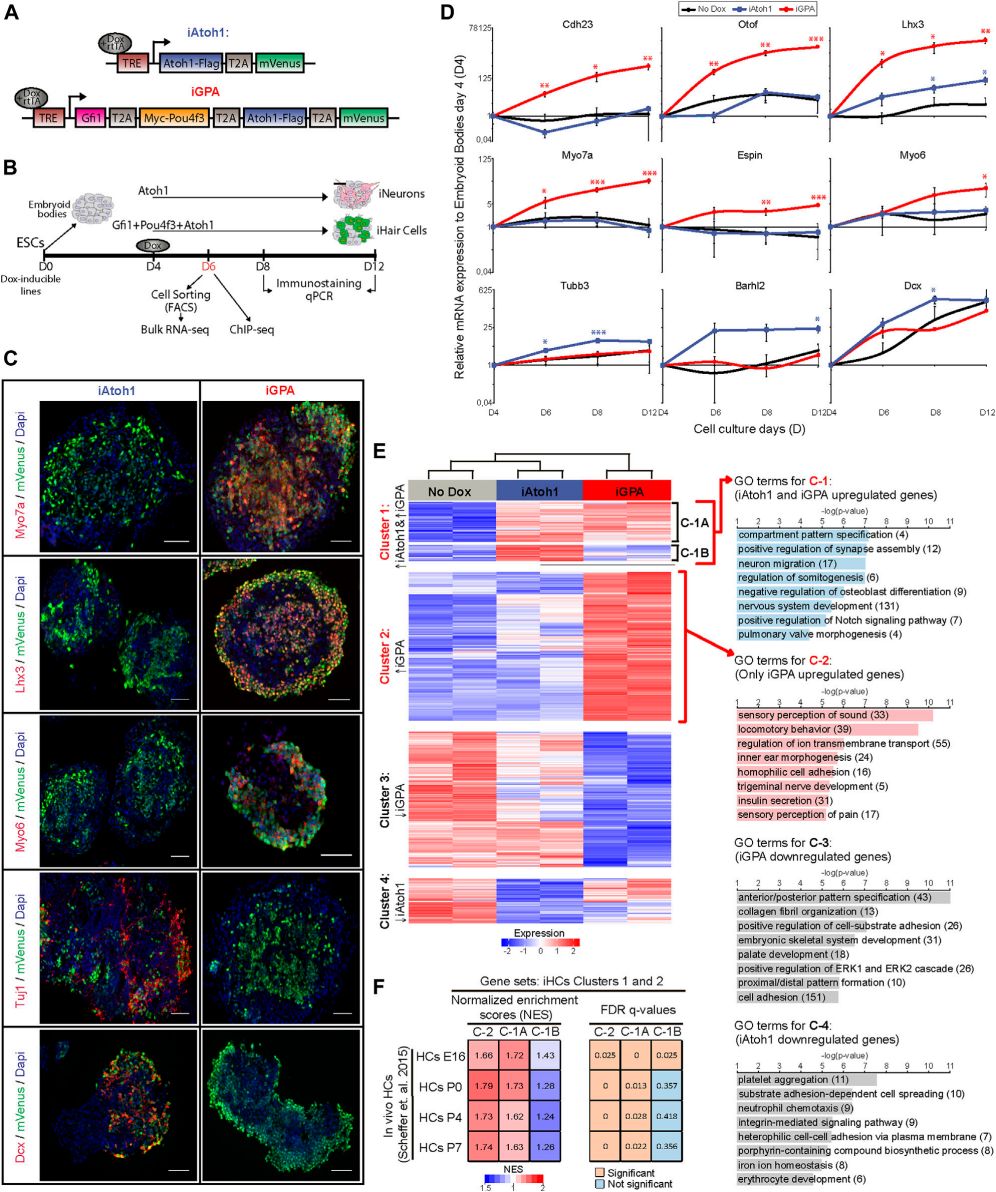
Atoh1 drives neuronal differentiation while Gfi1 + Pou4f3 + Atoh1 drives HC differentiation. **(A)** Dox inducible tagged TF constructs used in this study for iAtoh1 and iGPA lines. T2A, 2A self-cleaving peptide derived from thosea asigna virus, TRE, tetracycline responsive element, rtTA, reverse tetracycline transactivator. **(B)** Schematic differentiation protocol for TF induction timeline in EBs and analyses time-points. **(C)** Representative images obtained from immunostaining of HC (Myo7a, Lhx3, and Myo6) and neuronal (Tuj1, Dcx) markers (red) in induced EBs at day 8 after 4 days of Dox treatment. mVenus (green) indicates cells overexpressing the transgenic TF combination and nucleus are labelled by DAPI (blue). Scale bar, 50 µm. **(D)** qRT-PCR analyses for HC markers (Cdh23, Otof, Lhx3, Myo7a, Espin, and Myo6) and neuronal markers (Tubb3, Barhl2, and Dcx) in EBs derived from iAtoh1 and iGPA ESC lines after 2, 4, and 8 days of Dox treatment (2 ug/ml of Dox was added at day 4 of EB culture and analyses were carried out at day 6, 8, and 12 of EB culture, respectively). Relative expression of each transcript is presented as fold change normalized to the mean of EBs at culture day 4 before Dox treatments. Results are mean ± s.e.m. *p < 0.1, **p < 0.01, ***p < 0.001 compared to no Dox control (*n* = 3, biological replicates). **(E)** Heatmap displaying the gene expression levels for 2,818 unique genes consider to be differentially expressed in both iAtoh1 and iGPA relative to uninduced EBs. These genes were clustered accordantly to their similar expression pattern across the three different conditions: No Dox, iAtoh1, and iGPA. The clustering analyses identified four major gene clusters, C-1 represents mainly genes enriched in both iAtoh1 and iGPA, C-2 shows genes enriched only in iGPA, C-3 and C-4 highlights the genes downregulated in iAtoh1 and iGPA, respectively; C-1 was further divided into two sub-clusters: C-1A contains 363 genes enriched in both iAtoh1 and iGPA and C-1B contains 148 genes that are enriched mainly in iAtoh1 but not in iGPA. GO analyses was performed for each of the 4 major gene clusters and the most significant GO terms for biological process are shown as well as the number of genes included within each GO term. **(F)** Gene set enrichment analysis (GSEA) performed using a published *in vivo* mouse HC transcriptome dataset (GSE60019) containing multiple HC differentiation time-points; Embryonic day 16 (HC E16) and several postnatal periods (P0, P4, and P7). The gene sets analysed here were defined by the above gene clusters C-1A, C-1B, and C-2. The tables show the normalised enrichment scores (NES) and FDR q-values obtained for each cluster C-1A, C-1B, and C-2 across early and later stages of HC differentiation.

#### 2.1.1 p2Lox-Atoh1F-Venus

A 3xFlag tag was added to the 3′ end of the murine Atoh1 coding sequence by PCR amplification with GPAPlox vector (Costa et al., 2015) as a template. The PCR product was cloned into a 2AP-mVenusNLSPlox vector (Costa et al., 2015 unpublished plasmid). Next, the entire sequence the Atoh1-3xFlag-2AP-mVenusNLS was excised and cloned into the p2lox plasmid (Addgene #34635) (Iacovino et al., 2011).

#### 2.1.2 p2Lox-MPou4f3-Venus

A 3xMyc was added to the 5′ end of the murine Pou4f3 coding sequence by PCR amplification with GPAPlox as a template. The PCR product was cloned into a 2AP-mVenusNLSPlox vector and them, the entire sequence the 3xMyc-Pou4f3-2AP-mVenusNLS was excised and cloned into the p2lox.

#### 2.1.3 p2Lox-Gfi1-Venus

Murine *Gfi1* ORF was PCR amplified from the GPAPlox plasmid. The PCR product was cloned into a 2AP-mVenusNLSPlox vector and them, the entire sequence the Gfi1-2AP-mVenusNLS was excised and cloned into the p2lox.

#### 2.1.4 p2Lox-Gfi1 + MPou4f3-Venus

Murine *Gfi1* ORF was PCR amplified from the GPAPlox plasmid. The PCR product was cloned into the p2Lox-MPou4f3-Venus plasmid.

#### 2.1.5 p2Lox-Gfi1 + Atoh1F-Venus

The 3xFlag tag Atoh1 sequence was PCR amplified using p2Lox-Atoh1F-Venus as a template. This PCR product was inserted into the p2Lox-Gfi1 + MPou4f3-Venus plasmid by excising first the 3xMyc-Pou4f3 coding sequence and replacing it with 3xFlag-Atoh1.

#### 2.1.6 p2Lox-MPou4f3 + Atoh1F-Venus

The 3xMyc tag was added to the 5′ end of the Pou4f3 coding sequence by PCR amplification and the GPAPlox as a template. The PCR product was cloned into the Atoh1-3xFlag-2AP-mVenusNLSPlox vector and the entire sequence the Myc3x-Pou4f3-2AP-Atoh1-3xFlag-2AP-mVenusNLS was excised and cloned into the p2lox.

#### 2.1.7 p2Lox-Gfi1 + MPou4f3 + Atoh1F-Venus

*Gfi1* ORF was PCR amplified from the GPAPlox plasmid. The PCR product was cloned into the Myc3x-Pou4f3-2AP-Atoh1-3xFlag-2AP-mVenusNLSPlox vector and the entire sequence the Gfi1-2AP-Myc3x-Pou4f3-2AP-Atoh1-3xFlag-2AP-mVenusNLS was excised and cloned into the p2lox.

All plasmids were confirmed by sequencing. Plasmids were nucleofected (Amaxa 4D-Nucleofector, Lonza) into A2Lox cells (gift from Prof. Lesley Forrester) as described previously (Iacovino et al., 2011; Iacovino et al., 2014) Cells were subsequently plated on neomycin-resistant, gamma irradiated MEF feeder cells (Stem Cell Technology, #00323). Two days after nucleofection, the recombined cells were selected by using DMEM medium supplemented with 350 µg/ml G418 (InvivoGen). Individual colonies were picked after 1 week (Iacovino et al., 2014).

### 2.2 mESC maintenance and embryoid body differentiation

mESCs were routinely grown on top of mitotically inactivated mouse embryonic fibroblasts (MEFs) at 37°C in a 5% CO_2_ incubator in Dulbecco’s Modified Eagle’s Medium (DMEM), supplemented with 10% fetal bovine serum (FBS) (ES-qualified), 100 U/ml human leukemia inhibitory factor (LIF), 2 mM L-Glutamine, 1 mM sodium pyruvate, 1 mM 2-mercaptoethanol, 1% of penicillin-streptomycin and 1x non-essential amino acids (all from Life Technologies). Cells were passaged every other day, at constant plating density of 3 × 10^4^ cells/cm^2^.

For EB differentiation, MEFs were first depleted from the mESCs by using 0.25% trypsin-EDTA (Life Technologies) to dissociate MEFs-coated mESCs culture dishes into a single cell suspension which was incubated on gelatin-coated (0.1%) dishes for 45 min at 37°C. After removing the medium containing unattached mESCs suspension, mESCs were seeded on 60-mm bacterial-grade Petri dishes at 3 × 10^4^ cells/cm^2^ in the same DMEM medium, but in the absence of LIF. EBs formed within 24 h, and medium was changed every 2 days. Supplementation with 2 µg/ml doxycycline (diluted in sterile PBS and filtered through a 0.2 μm filter unit) (Sigma-Aldrich) and/or 1 µM retinoic acid (RA) (diluted in 0.01% DMSO) (Sigma-Aldrich) were initiated at day 4 and maintained until the required time point for analysis (48 h, 4 days or day 8 after doxycycline treatment).

MEFs were derived from wild-type E14, 5 mouse embryos following isolation and growth procedures described in (Garfield 2010). Mitotically inactivated MEFs were obtained using 50 Gy of gamma irradiation.

### 2.3 Immunocytochemistry and imaging

EBs (6, 8, and 12 days old) were fixed with 1% paraformaldehyde during 15 min at room temperature (RT). Fixed EBs were cryoprotected in 15% sucrose in PBS, embedded in a solution containing 7.5% gelatine (Sigma-Aldrich) and 15% sucrose in PBS, frozen and cryosectioned (8–10 μm). EB sections were immersed in PBS at 37°C until gelatine was completely dissolved, and then processed for immunocytochemistry. Sections were blocked with 10% FBS and 0.05% Tween in PBS for 1 h, followed by incubation overnight with the following primary antibodies: Anti-MyoVIIa (1:400, HPA028918, Sigma), Anti-MyoVI (1:50, 25-6791, Proteus Biosciences) Anti-Pou4f3 (1:50, HPA038215, Sigma), Anti-Espin (1:1,000, gift of A. J. Hudspeth), Anti-Gfi1 (1:2,000, gift of Hugo Bellen), Anti-Gfi1 (ab21061 or ab290, Abcam), Anti-Lhx3 (1:100, ab14555, Abcam), Anti-Tuj1 (1:500, MMS-435P, Covance), Anti-GFP (1:500, ab13970, Abcam), Anti-Doublecortin (1:1,000, AB2253, Merck Millipore). Sections were washed 3 times in PBS followed by incubation for 1 h at RT with AlexaFluor-conjugated secondary antibodies (1:400, Molecular Probes) and 0.15% DAPI (Sigma-Aldrich). Slides where then mounted with prolong gold (Life technologies). Fluorescent images of fixed sections were captured with Widefield Zeiss observer or using a Leica TCS SP8 Confocal 4 Detectors. All digital images were formatted with Adobe Photoshop CS and ImageJ.

### 2.4 Flow cytometry

For live cell analyses to measure Venus expression in all dox-inducible lines, EBs were dissociated and re-suspended in PBS with 2% FBS after 48 h, 4 and 8 days of dox treatment. All cells were analysed using FACSCalibur (BD Biosciences). Data were analysed with FlowJo software (Tree Star).

### 2.5 RNA extraction and real-time quantitative PCR

EBs (6, 8, and 12 days old) were dissociated and 106 cells were used to extract total RNA following manufacturer’s instructions of the Absolutely RNA Miniprep Kit (#400800, Agilent Technologies). cDNA was synthesised with 200 ng-1 µg of total RNA using M-MLV Reverse Transcriptase (Invitrogen) and random hexamers. Quantitative PCR was performed using Light Cycler 480 SYBR Green I Master Mix (Roche) in a LightCycler 480 II Instrument.

Primers were designed using NetPrimer program and PCR products were confirmed by proper melting curves and agarose gel electrophoresis. Values for each gene were normalized to the expression values of *Sdha* and expressed as mean ± s.e.m. (of at least three replicates) relative to control untreated samples (without Dox). The primer pairs sequences are described in Supplementary Table S1.

### 2.6 RNA sequencing

Total RNA was extracted from untreated EBs at day 6, and from FACS sorted EBs at day 6 previously treated with Dox for 48 h. Cell sorting of Venus + populations were done on a FACS Aria cell sorter (Becton Dickinson). RNA concentration and purity was determined by spectrophotometry and integrity was confirmed using a High Sensitivity RNA ScreenTape system on an Agilent 2200 TapeStation. RNA-seq libraries were generated with 1ug of total RNA using KAPA mRNA HyperPrep Kit (KK8580, Kapa Biosystems) following manufacturer’s instructions. RNA-seq libraries were pooled at equal concentration and sequenced with Edinburgh Genomics on the Illumina HiSeq 4000 platform. Two biological replicates per condition were processed.

Sequencing quality of the raw data was checked using FastQC (Andrews 2010) and MultiQC (Ewels et al., 2016). Contaminant adapters were trimmed using cutadapt (Martin 2011). The trimmed reads were pseudo-aligned to cDNA sequences from UCSC’s knownGene transcriptome (mm9 assembly) using Kallisto with default settings (Bray et al., 2016). For differential expression analyses, transcript abundances were imported into R and summarised to the gene-level using the tximport workflow (Soneson et al., 2015). Significantly differentially expressed genes (FDR < 0.05 and log2 fold change > 1.5) were identified using the standard DESeq2 package in Bioconductor (Love et al., 2014). The clustering patterns of genes were assessed based on a matrix of the mean of biological replicate samples. The matrix was clustered by use of the pam() function in R. Heatmaps visualizations containing mean normalized counts of each cross-classified gene group were generated using Complex Heatmaps package in Bioconductor (Gu et al., 2016). Lists of genes were analysed for Gene Ontology (GO) term enrichment using topGO package in Bioconductor (Alexa and Rahnenfuhrer 2019).

#### 2.6.1 Gene set enrichment analysis

*In vivo* hair cell transcriptomes obtained from mouse vestibular and cochlea tissue at embryonic (E16) and postnatal stages (P0, P4 and P7) were downloaded from GEO database, accession number GSE60019. Raw data (FASTQ files) was processed using the same RNA-seq analyses pipeline described above to generate a normalised matrix counts which was imported to GSEA software (Mootha et al., 2003; Subramanian et al., 2005). Defined gene set determined by the above described clustering analyses were also uploaded into the GSEA software to identify statistically significant enrichments between hair cells and non-sensory cell types of the inner ear.

### 2.7 Chromatin immunoprecipitation

ChIP-seq experiments were performed by adapting and modifying protocols described in (Ford et al., 2014; Ruetz et al., 2017). Six days old EBs treated with 2 µg/ml doxycycline at day 4 were dissociated using 0.25% trypsin-EDTA (Invitrogen) in PBS and around 15 × 106–20 × 106 of cells were aliquoted into 15 ml falcon tubes for fixation. Cells in each aliquot were fixed at room temperature for 12 min on 1% of formaldehyde solution (37% formaldehyde, Sigma-Aldrich). Formaldehyde was quenched with glycine (final 0.125 M) for 5 min at room temperature. Samples where then washed once with cold PBS containing protease inhibitors (complete protease inhibitor cocktail, Roche). After, cells were centrifuged at 500 g and pellets were snap frozen on dry ice followed by storage at −80°C until further use. The pellet for each sample (∼20 × 106 of cells) was thawed and nuclei were isolated by re-suspension in lysis buffer (5 mM Pipes pH 8.0, 85 mM KCl, 1% NP40) with fresh protease inhibitors (cOmplete protease inhibitor cocktail, Roche) for 20 min on ice followed by brief vortexing and centrifugation at 500 g for 10 min at 4°C. The nuclear pellet was re-suspended in 300 ul IP buffer (0.5% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl, fresh protease inhibitors) and sheared by sonication (BioRuptor Pico, Diagenode) down to ∼200–300 bp fragments using a total of 5–14 cycles of: 10 pulses of sonication on the ‘‘high’’ setting, each followed by 30 s off. Samples were then diluted in IP buffer without SDS, then 10 mg of the following antibodies was added for overnight incubation at 4°C on a rotator: Monoclonal anti-flag M2 antibody (F1804, Sigma); Myc tag antibody-ChIP Grade (ab9132, Abcam); Anti-Gfi1 antibody (ab21061, Abcam). Dynabeads-ProteinG (Life Technologies) were blocked for 1-h in 0.5% BSA in IP buffer with protease inhibitors, prior to incubation with the sonicated antibody bound chromatin suspensions. Bead-chromatin complexes were then serially washed for 5 min each with the following solutions: IP buffer (150 mM NaCl), followed by IP buffer with high salt concentration (500 mM NaCl), then 1 wash with washing-buffer (10 mM Tris-HCl pH 8.0, 0.25 M LiCl, 0.5% NP40, 0.5% Na-Deoxycholate, 1 mM EDTA), followed by two washes with TE (10 mM Tris, 1 mM EDTA). The DNA-protein complex was then eluted from beads by incubation with 100 ml of elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0) for 30 min at 65°C, vortexing every 10 min, followed by magnet extraction of beads. The beads were re-washed with 150 ml TE with 1% SDS, magnet extracted, and the TE with remaining DNA solution was added to the eluted samples, followed by 65°C overnight incubation to reverse crosslink the DNA-protein complexes. The dissociated DNA and protein solution was then treated with 4U of proteinase K (NEB) at 37°C for 2 h. DNA was isolated with SeraMag beads, using 450 ml SeraMag bead solution and 225 ml of 30% PEG in 1.25 M NaCl (Rohland and Reich 2012). After bead purification, DNA was re-suspended in 30 µl of ddH2O (DNase/RNase free) and for each ChIP sample, DNA concentration was estimated using Qubit fluorometric quantification (Invitrogen) before being stored at 80°C.

### 2.8 ChIP-seq: Library preparation

Eight–Ten ng of ChIP DNA was used for each sample. DNA ends were blunted by treatment with 5 µl T4 DNA ligase buffer (NEB), 2 µl 10 mM dNTP’s, 0.5 µl end repair mix (0.72 U T4 DNA polymerase, 0.24 U Klenow Fragment, 2.4 U T4 DNA Polynucleotide Kinase), up to 50 µl with ddH2O (DNase/RNase free). Samples were incubated for 30 min at 20°C, and then purified with addition of 50 ul SeraMag bead solution and 50 µl 30% PEG solution (in 1.25 M NaCl). DNA was eluted in 16.5 ul of TE/10 (10 mM TrisCl pH 8.0, 0.1 mM EDTA). DNA was then A-tailed at the 3′ ends by treating the eluate with 2 µl 10X NEB Buffer 2, 1 µl 4 mM dATP, 0.5 µl Klenow 3′ to 5′ exonuclease minus (NEB) in a total volume of 20 µl. Reaction was incubated at 37°C for 30 min. Before adapter ligation, TruSeq adapters (Illumina) were first annealed by re-suspending each adapter at 100 mM (in 10 mM Tris-HCl pH7.8, 0.1 mM EDTA pH 8.0, 50 mM NaCl) and mixing them at a 1:1 ratio. Adaptor annealing occurred using a program of 2 min at 95°C, 70 cycles of 30 s (95°C decreasing by 1°C each cycle). Annealed adaptors were diluted 1:200 (0.25 mM final) and then 1 µl was used for ligation reaction containing 20 µl of the A-tailed DNA, 1.5 µl Quick Ligase (2,000 U/ml NEB) and 2.5 µl of H_2_O. The reaction was incubated 20 min at room temperature and stopped by addition of 5 µl of 0.5 M EDTA pH 8.0. Next, DNA was purified using 50 µl SeraMag bead mix and 50 µl 30% PEG (in 1.25 M NaCl) and eluted in 15.5 µl of TE/10. Next, the adapter ligated DNA was amplified using the following protocol: 15 µl adaptor-ligated DNA, 1 µl TruSeq primer cocktail (0.25 mM), 15 µl 2X Kapa HiFi HotStart ready mix. The Libraries were amplified with the following protocol: 45 s at 98°C, 5 cycles of (15 s at 98°C, 30 s at 63°C, 30 s at 72°C), 1 min of 72°C, hold at 4°C. After pre-amplification of the library, a size selection step was performed to obtain DNA fragments between 300 and 500 bp using the following procedure: ×0.9 beads were added to ChIP DNA After 15 min incubation and 10 min magnet extraction, the supernatant was transferred to new tube and beads discarded. Then ×0.2 beads were added to the solution, incubated 15 min followed by 10 min magnet extraction and beads re-suspension in 11.5 µl TE/10. 11 µl of pre-amplified and size selected DNA was further amplified with 1 µl TruSeq primer cocktail, 20 µl 2X Kapa HiFi HotStart ready mix, and 8 µl H2O using a PCR program of 45 s at 98°C, 9-11 cycles of (15 s 98°C, 30 s 63°C, 30 s 72°C), 1-min 72°C. After amplification, the DNA was isolated using SeraMag bead purification. Libraries were assessed using Agilent High Sensitivity D1000 ScreenTape System on an Agilent 2200 TapeStation. Finally, libraries were pooled at equal concentration and sequenced with Edinburgh Genomics on the Illumina HiSeq 4000 platform. Two biological replicates were processed for all conditions except Gfi1, for which only a single useable library was obtained due to technical limitations of the antibody.

### 2.9 ChIP-seq: Data analyses

Reads quality was checked using FastQC (Andrews, 2010) and MultiQC (Ewels et al., 2016). Illumina contaminant adapter sequences were removed using Trimmomatic (Bolger et al., 2014). Reads were aligned to the UCSC mm9 assembly of the mouse genome using Bowtie 2 with the very-sensitive option (Langmead and Salzberg 2012). For downstream analysis, PCR duplicates reads were removed using Picard Tool’s MarkDuplicates command (Broad Institute) and were filtered for MAPQ ≥ 40 using SAMtools (Li et al., 2009). Reads aligned to ENCODE blacklist regions (Consortium 2012) were removed using BEDTools (Quinlan and Hall 2010). Unmapped, secondary, and supplemental read alignments were filtered using SAMtools. Peak calling was performed by first estimating the fragment size using cross-correlation analysis from the phantompeakqualtools software package (Landt et al., 2012). Peaks were called using MACS 2 on merged sample replicates against merged control replicates (Zhang et al., 2008). The following arguments were used: --g mm --keep-dup all -s < read length > --nomodel --shift 0 --extsize < fragment size > -p 0.05 -B --SPMR.

#### 2.9.1 Read coverage visualisation

DeepTools suite (Ramírez et al., 2016) was employed for read coverage visualisation. Normalized input-subtracted read coverage was calculated using merged control and samples with the ratio subtract and normalize to RPKM options. Heatmaps were generated using plotHeatmap command with the normalized input-subtracted read coverage and peaks called from the merged sample replicates. The DiffBind software package from the Bioconductor project (Ross-Innes et al., 2012) was used for correlation and principal component analyses of all ChIP-seq data.

#### 2.9.2 *De novo* motif analysis

Was performed with the findMotifsGenome tool of the HOMER (Heinz et al., 2010) suite searching for 250 bp around the peak summit. The background was generated by the HOMER software and only motifs with *p*-value < 1 × 10^−50^ were consider significant. The tool annotatePeaks.pl was also used to find specific motifs 250 bp around the peak summit.

#### 2.9.3 Overlapping peaks and peak to gene assignment

Peaks were considered to be overlapping when there was at least 1 bp of overlap between a 300 bp region centered on each peak summit. These overlapped peaks were obtained using mergePeaks tools from the HOMER software. Overlapping and unique peaks were annotated to the nearest TSS using ChIPseeker (Yu et al., 2015) package in Bioconductor. For most of the analyses, only peaks associated with differentially expressed genes were used for functional analyses that were carry out with clusterProfiler package (Yu et al., 2012) and topGO in Bioconductor (Alexa and Rahnenfuhrer 2019). Venn diagrams and histograms were generated using the package Vennerable (Swinton 2009) and ggplot2 in the R statistical environment.

### 2.10 GST pulldown assay

The GST-Gfi1 bacterial expression construct comprising the mouse Gfi1 coding sequence cloned in pGEX-KG between Bam HI and EcoRI sites was a kind gift from Dr Angela Chen and Dr Pin Yao Wang, Taiwan. The pGBKT7-myc-Atoh1 construct was made by ligating PCR amplified mouse Atoh1 coding sequence (primers in Supplementary Table S1) in pGBKT7 between EcoRI and NdeI. The GST Pulldown assay was carried out essentially as described in (Nguyen and Goodrich 2006) except lysis and wash buffers contained 5 mM β-mercaptoethanol rather than 1 mM DTT, and also contained 50 μM ZnSO_4_. Briefly, *E. coli* BL21 plysS cells were transformed with GST or GST-mGfi expression construct (pGEX-KG-GST or pGEX-KG-mGfi1 respectively) and grown overnight in L broth at 25°C. Protein expression was induced using 1 mM IPTG for 5 h at 25°C in the presence of 100 μM ZnSO_4_ before harvesting of the GST, or GST-Gfi1 containing bacterial pellet. The GST alone or GST-Gfi1 was bound to glutathione sepharose and treated with micrococcal nuclease to remove excess nucleic acid. Next a micrococcal nuclease-treated extract containing myc tagged Atoh1 produced from pGBKT7-myc-Atoh1 construct using the TNT Quick Coupled Transcription/Translation system (Promega) was incubated with the GST or GST-Gfi1 complexed to the GSH-sepharose beads for 2 h at 4°C. This was followed by extensive washing according to (Nguyen and Goodrich 2006), then the beads were boiled in SDS PAGE sample buffer and the resulting samples run on an SDS PAGE gel, subjected to Western blotting and the blot was probed with anti-myc antibody. A negative control pulldown was carried out in parallel with the unrelated ciliogenesis protein LRRC6 (results not shown).

### 2.11 Luciferase reporter assay

Mouse Gfi1 expression constructs used in P19 cells included pEx-Mm02706-M12 (Genecopoeia) and pCMV5-Gfi1 which was made by PCR amplification of the Gfi1 coding sequence and cloning in pCMV5 between MluI and XbaI (see Supplementary Table S1 for primers). pCMV-myc-Atoh1 was made by amplification of the Atoh1 coding sequence and cloning in pCMV-myc-N (Clontech) between EcoRI and XhoI. The Ascl1 expression construct pCDNA Mash1-HA, the hE47 expression construct pRC-CMV-hE47, and the Ascl1-specific E-box luciferase reporter construct pGL3-6*AsclE1 were kind donations from Castro et al. (2006). E-box concatemers used in luciferase reporter constructs were made for the following as described in Powell et al. (2004). pGL4.23-6*AtEAM: Atoh1 E-box Associated Motif according to (Klisch et al., 2011), concatemerized and cloned into pGL4.23 luciferase (Promega); R21 Gfi1 binding site (pGL3-6*R21), concatemerized and cloned into pGL3-promoter luciferase (Promega).

For P19 cells, Thermo Scientific Lipofectamine 3000 Reagent Kit was used for the transfection of 0.5 × 10^5^ cells with 550 ng total DNA in 24 well plates. The luciferase assay was conducted 48 h after the transfection (Promega Dual-Luciferase Reporter Assay System Kit). The ratio of firefly and Renilla fluorescence intensity was analyzed by GraphPad Prism, calculating the mean value and standard deviation from the three technical repeats in the same group. The mean value of 0 protein group was chosen as the base level, and the fold change of the mean value and deviation from each group was calculated and plotted as a bar chart. To test the significance, the original data from each group went through one-way ANOVA followed by Bonferroni correction, together with Tukey’s range test as a parallel check, taking 95% confidence interval.

### 2.12 Statistics

All qPCR data are expressed as mean ± s.e.m. and statistical significance was assessed using an unpaired Student’s *t*-test. For all statistics, data from at least three biologically independent experiments were used. Data and graphs were tabulated and prepared using Microsoft Excel and GraphPad Prism software. *p* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Gfi1 and Pou4f3 facilitate hair cell gene activation without repressing Atoh1’s neuronal programme

To investigate how Gfi1 and Pou4f3 modulate the lineage determining activity of Atoh1, we engineered mouse embryonic stem cell (ESC) lines that allow for dox-inducible co-expression of Gfi1, Pou4f3 and Atoh1 (iGPA) or Atoh1 alone (iAtoh1). In each polycistronic cassette, the transgenes were separated by the self-cleaving peptide, 2AP, and end with an mVenus fluorescent reporter (Figure 1A). To facilitate immunoprecipitation for subsequent ChIP-seq analysis, FLAG and MYC tags were appended to the C-terminus of Atoh1 and N-terminus of Pou4f3 respectively (Figure 1A). This double-tagged iGPA line was able to induce iHC differentiation with similar efficiency to that of the previously described untagged iGPA counterpart (iGPA-Myo7a:mVenus line (Costa et al., 2015) (Supplementary Figure S1). We also attempted to tag Gfi1 with an HA epitope, resulting in a triple-tagged iGPA cell line, but this line did not support iHC differentiation upon transgene induction, and therefore the double-tagged iGPA line was used in subsequent experiments (Supplementary Figure S1A).

To induce differentiation, embryoid bodies (EBs) were generated from iGPA and iAtoh1 lines and were then treated with Dox for 2, 4, and 8 days (Figure 1B). Gene expression analysis of mVenus^+^ cells revealed that while iGPA lines induced the expression of HC markers, iAtoh1 cells predominantly activated general neuronal genes (Figures 1C,D). This confirms that forced expression of Atoh1 alone promotes neuronal differentiation in agreement with previous studies using *in vitro* ESC differentiation assays (Srivastava et al., 2013; Sagal et al., 2014; Ebeid et al., 2017).

We set out to test the initial hypothesis that Gfi1 and/or Pou4f3 repress Atoh1’s neuronal programme during iHC differentiation. We performed RNA-seq in FACS-purified mVenus^+^ cells harvested 48 h after Dox induction and identified genes differentially expressed (DE) compared to non-dox treated EBs. 

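The deposited values cover 28 libraries: 7 inducible lines, each with and without Dox, with 2 replicates per condition, which the series record describes as different clones of the same line. The libraries with Dox come from sorted cells and those without from whole untreated EBs, so the effect of Dox and that of sorting cannot be separated within a line. The file lists log2(normalized count + 1) for 19421 genes by Entrez ID, after the authors' alignment to transcripts and their normalization. Estimated depth was 30.3 to 43.9 M reads with Dox (median 38.7 M) and 33.4 to 48.0 M without (median 39.15 M). Genes with at least 10 normalized counts in at least 2 libraries (16837) were fitted together with limma, with 14 groups and 14 residual degrees of freedom. A gene is called past the threshold at an adjusted p under 0.05 with a log2 fold change of at least 1.5 in either direction. Fold changes are on the scale of log2(value + 1), which understates those of genes with few counts. Their median standard error was 0.184 for Dox against No Dox. Levels are mean normalized counts ± SD with n = 2, and coordinates are those of NCBIM37.

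Atoh1 (Entrez 11921, chromosome 6, 64679140 to 64681227) had 20119 ± 1588 normalized counts in iAtoh1 cells with Dox and 57.7 ± 26.1 without, and 17918 ± 1682 and 89.8 ± 3.49 in iGPA cells. Gfi1 (Entrez 14581, chromosome 5, 108145674 to 108155056) had 8792 ± 951 in iGPA cells with Dox against 70.1 ± 3.55 without, and Pou4f3 (Entrez 18998, chromosome 18, 42554251 to 42555747) 14076 ± 1470 against 60.8 ± 16.8. These values do not separate the transgene from the endogenous gene. In untreated libraries Atoh1 was already higher in lines that carry its cassette (29.6 to 120 normalized counts) than in lines that do not (3.02 to 13.3).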

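Otof (Entrez 83762, chromosome 5, 30669351 to 30764305), Lhx3 (Entrez 16871, chromosome 2, 26055732 to 26063769), Espn (Entrez 56226, chromosome 4, 151494440 to 151526480) and Myo6 (Entrez 17920, chromosome 9, 80012838 to 80159536) are among the HC genes that the paper names. In iGPA cells Otof had 267 ± 37.2 normalized counts with Dox and 6.94 ± 0.0794 without, a log2 fold change of 5.07 (standard error 0.48, limma adjusted p = 1.39e-07). In iAtoh1 cells it had 6.01 ± 3.15 and 6.28 ± 0.803 (−0.13), and the Dox effect in iGPA exceeded that in iAtoh1 cells by 5.20 (standard error 0.68, limma adjusted p = 3.04e-05). Lhx3 went from 0.953 ± 0.639 to 417 ± 113 in iGPA cells (7.76). In iAtoh1 cells its replicates were 9.14 and 1.36 with Dox and 0 and 2.34 without, a spread as wide as the change, and the difference of the Dox effects was 6.34 (standard error 1.09, limma adjusted p = 4.51e-04). Leaving out replicate 2 of iAtoh1 Dox moved that difference most, to 5.28. Espn rose by 3.10 in iGPA cells and changed by −0.13 in iAtoh1 cells. Myo6 rose by 2.23 (standard error 0.20, limma adjusted p = 5.10e-08) in iGPA and 0.86 in iAtoh1 cells, and the difference of 1.37 stayed below the threshold. Myo7a (Entrez 17921, chromosome 7, 105199570 to 105268034) rose by 0.75 in iGPA cells, below the threshold, and Cdh23 (Entrez 22295, chromosome 10, 59765496 to 60159238) changed by 0.33, less than the spread between its untreated replicates (10367 and 36932).

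Of the 6 HC markers taken from the paper's text, 4 were past the threshold upward in iGPA cells (4 adjusted over the list alone) and 0 in iAtoh1 cells by limma (0 adjusted over the list alone, 1 at an unadjusted p under 0.05). Their median log2 fold changes were 2.66 and 0.00, with adjusted p of 3.27e-04 and 0.42 in camera, a test of a list against all other genes. Of the 3 neuronal markers, 3 were past it in iAtoh1 cells and 1 in iGPA cells (2 adjusted over the list alone), with medians of 2.26 and 2.31 and camera adjusted p of 0.00463 and 0.0482. Over 13 lists and 7 lines, camera with a preset correlation of 0.01 made 57 of 91 calls. With the correlation estimated from the residuals 28 were made and with fry, a rotation test, 61. The HC marker call in iGPA and the neuronal marker call in iAtoh1 cells are among the 28; the neuronal marker call in iGPA cells is not.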

As expected, DE genes in iGPA cells display a HC signature, while those in iAtoh1 cells showed a neuronal signature (Supplementary Figures S2A,B).

Unsupervised clustering of all DE genes (2,818 genes) revealed four prominent clusters (Figure 1E). 

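In iAtoh1 cells 486 genes were past the threshold upward with Dox and 424 downward, and in iGPA cells 1456 and 894 (62% up). With quantile normalization they were 500 and 458 in iAtoh1 and 1221 and 1085 in iGPA cells (52.9% up), and with rescaling by the 75th percentile 62.6% of the iGPA genes were up. At an unadjusted p under 0.05 limma gave 5986 genes in iAtoh1 and 8806 in iGPA cells. Of the 2737 genes past the threshold in at least 1 of these lines, 507 moved the same way in both and 16 in opposite directions. Requiring a log2 fold change of only 1 moved the genes up in iAtoh1 cells most, to 775, and those in either line, to 4045, and fitting only the groups compared moved the genes down in iAtoh1 cells most, to 226.

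The 2737 genes were divided by pam, a k-medoids method, into 4 clusters. The input was the log2 of each gene's mean normalized count plus 1 in untreated, iAtoh1 Dox and iGPA Dox cells, standardized per gene. Cluster 1, whose medoid was highest in iAtoh1 cells, held 624 genes and cluster 2, highest in iGPA cells, 1003. The others held 687 genes lower in iGPA and 423 lower in iAtoh1 cells. These clusters are drawn from the same libraries as the values given for them. Using only genes past the threshold in both lines moved the first sizes most, to 162 and 164.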

Cluster 1 and 2 contained genes that are enriched in Dox-treated EBs relative to non-Dox-treated controls and these are mainly associated with neuronal and HC identity. On the other hand, genes within cluster 3 and 4 were mainly depleted relative to non-Dox controls and are not specifically associated with neurons or HCs. 

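The 687 genes of the cluster lower in iGPA cells had a median log2 fold change of −2.12 in iGPA and −0.45 in iAtoh1 cells, with 640 and 74 of them past the threshold downward. The 423 genes of the cluster lower in iAtoh1 cells had medians of −1.85 in iAtoh1 and −1.69 in iGPA cells, with 301 and 254 past the threshold downward and 132 in both.

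Lists of genes of other cell types, written from general knowledge, went mostly down. Of 17 fibroblast genes, 11 fell past the threshold in iGPA cells (11 adjusted over the list alone, median −2.27, camera adjusted p = 3.47e-06) and 4 in iAtoh1 cells (5 adjusted over the list alone, median −0.36), while 1 and 2 rose. Of 21 blood genes, 11 fell in iAtoh1 cells (11 adjusted over the list alone, median −2.16, camera adjusted p = 5.60e-10) and 8 in iGPA cells (8 adjusted over the list alone, median −0.69). Of 16 pluripotency genes, 3 fell in iAtoh1 cells (7 adjusted over the list alone, median −1.62) and 5 in iGPA cells (5 adjusted over the list alone, median −0.55). The pluripotency median was below 0 in all 7 lines, whose Dox cells were all sorted. None of the calls for these lists holds with an estimated correlation; under fry those of the fibroblast list in iGPA and the blood list in iAtoh1 cells hold, and that of the pluripotency list in iAtoh1 cells does not (adjusted p = 0.0545).

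The largest falls with Dox in iAtoh1 cells were those of F2rl2 (Entrez 14064, chromosome 13, 96466808 to 96472694), listed at 0 in both Dox libraries and at 91.8 and 51.4 normalized counts without Dox, and Zfp750 (Entrez 319530, chromosome 11, 121372292 to 121380647), at 0 with Dox and 63.5 and 17.9 without. Zfp750 is one of 41 genes that are at 0 in at least 1 untreated library and above 50 in another. Evi2b (Entrez 216984, chromosome 11, 79326887 to 79344061) changed by −5.61 (standard error 0.96, limma adjusted p = 3.82e-04), with 0 and 1.85 normalized counts with Dox and 99.6 and 67.1 without. In iGPA cells Ecsit (Entrez 26940, chromosome 9, 21876714 to 21889819) and Ints2 (Entrez 70422, chromosome 11, 86024183 to 86071077), the latter also among those 41, were at 0 in both Dox libraries and at 66.4 and 488 and at 63.9 and 472 without. Pcdhga7 (Entrez 93715, no NCBIM37 coordinates) changed by −6.90 (standard error 1.50, limma adjusted p = 0.00103) there.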

We focused our subsequent analysis on genes within cluster 1 and 2. Cluster 2 contains genes that were exclusively enriched in iGPA cells and are mainly associated with HC development, ion transport and sensory neuronal development (Figure 1E). 

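Of the 1003 genes of cluster 2, 967 were past the threshold upward in iGPA cells and 35 in iAtoh1 cells, with median log2 fold changes of 2.53 and 0.06. For 758 of them the Dox effect itself was larger in iGPA than in iAtoh1 cells past the threshold. In 20 simulations in which these lines were given the same true effect, at most 2 genes of all those tested were called. These simulations, and those below, used normal noise with 1 spread per gene, independent between libraries. They show what such noise alone gives. Differences in the Dox effect from clones or sorted fractions were not in them, so they cannot tell these from an effect of the transgenes. Otof, Lhx3, Espn and Myo6 fell in cluster 2, and Myo7a and Cdh23 in no cluster.

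Apart from the transgenes, the largest rises in iGPA cells were those of Pcdhgb2 (Entrez 93700, no NCBIM37 coordinates), listed at 0 without Dox and at 926 and 1185 normalized counts with it, the unnamed gene with Entrez ID 624918, which rose by 9.72 (standard error 0.60, limma adjusted p = 6.93e-10), and Miat (Entrez 330166, chromosome 5, 112642248 to 112657968), which rose by 9.69 (standard error 0.60, limma adjusted p = 6.87e-10). Pcdhgb2 shares its last exons with other protocadherin gamma genes, and in 3 of 4 lines with Gfi1 other genes of this cluster lost at least as many counts as it gained. Of 37 hair bundle and synapse genes from a list written from general knowledge, 17 rose past the threshold in iGPA cells (17 adjusted over the list alone), with a median of 1.38 and a camera adjusted p of 5.83e-07. In iAtoh1 cells limma called 0 of them upward (0 adjusted over the list alone; 4 up and 2 down at an unadjusted p under 0.05), with a median of 0.01 and a camera adjusted p of 0.483. For 15 of the 37 the Dox effect was larger in iGPA than in iAtoh1 cells past the threshold.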

Cluster 1 contains genes associated with neuronal development, which as expected were enriched in iAtoh1 cells (Figure 1E). 

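Of the 624 genes of cluster 1, 415 were past the threshold upward in iAtoh1 cells, 488 in iGPA cells and 279 in both, with median log2 fold changes of 1.94 and 2.19. The largest rises in iAtoh1 cells, apart from Atoh1, were those of Mybpc1 (Entrez 109272, chromosome 10, 87981024 to 88067897), from 8.64 ± 2.99 to 1237 ± 102 normalized counts (7.04, standard error 0.59, limma adjusted p = 1.94e-07), Ppp1r17 (Entrez 19051, no NCBIM37 coordinates), from 47.0 ± 12.3 to 3961 ± 484 (6.39, standard error 0.42, limma adjusted p = 1.05e-08), and Helt (Entrez 234219, chromosome 8, 47377404 to 47380025), from 1.52 ± 1.24 to 207 ± 102 (6.37, standard error 0.88, limma adjusted p = 4.75e-05). Each of these rises was larger than the spread between replicates. In iGPA cells Helt was listed at 0 in both untreated libraries and at 289 and 215 with Dox.

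Of 28 genes of a general neuronal list, written from general knowledge, 11 were past the threshold upward in iAtoh1 cells (13 adjusted over the list alone) and 1 downward. Their median was 1.27 and the camera adjusted p 6.49e-07, a call that holds with an estimated correlation and under fry.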

Surprisingly, most of these genes (cluster 1A: 363 out of 511 genes) were also active in iGPA cells despite these cells not displaying an apparent neuronal identity. 

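Dividing cluster 1 by pam gave 403 genes in cluster 1A and 221 in cluster 1B, which was the lower in iGPA cells, so that 1A held 64.6% (95% Wilson interval 60.8 to 68.2). Wilson intervals, here and below, take genes as independent and leave out the spread between replicates. Of the 1A genes, 390 were past the threshold upward in iGPA and 212 in iAtoh1 cells, with median log2 fold changes of 2.64 and 1.73. The share was 13% when all genes were first divided into 5 clusters, and 42.8% without replicate 2 of iAtoh1 Dox.

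Counted without clusters, 314 of the 486 genes up in iAtoh1 cells were also up in iGPA cells, again 64.6% (95% Wilson interval 60.3 to 68.7), and 441 (90.7%) had a positive fold change there. In 20 simulations with the same true effect in both lines this share was 70.8% (68.0 to 75.4). Of the 28 general neuronal genes 22 were past the threshold upward in iGPA cells (22 adjusted over the list alone) and 1 downward, with a median of 3.16 and a camera adjusted p of 1.77e-09.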

Only a small subset of neuronal genes including Barhl2, Tubb3, and Dcx were specifically activated in iAtoh1 cells and not in iGPA cells (cluster 1B; Supplementary Figure S2C). These findings indicate that iGPA cells differentiate to the HC lineage while retaining a large part of the neuronal program that is induced in iAtoh1 cells.

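Tubb3 (Entrez 22152, chromosome 8, 125935324 to 125945915) had 1006 ± 192 normalized counts in iAtoh1 cells with Dox and 214 ± 12.3 without, a log2 fold change of 2.22 (standard error 0.36, limma adjusted p = 2.47e-04). In iGPA cells it had 250.2 ± 39.9 and 112 ± 29.3, a change of 1.17 (standard error 0.36, limma adjusted p = 0.0129) that is below the threshold of 1.5. The difference between these Dox effects was −1.05 (standard error 0.51, limma adjusted p = 0.164). Barhl2 (Entrez 104382, chromosome 5, 106881533 to 106887469) went from 7.82 and 2.45 to 97.8 and 36.9 in the iAtoh1 replicates (3.47, standard error 1.08, limma adjusted p = 0.0264) and from 0.874 and 1.97 to 21.5 and 5.05 in the iGPA replicates (2.31, standard error 1.08, limma adjusted p = 0.0899). The difference was −1.17 (standard error 1.53, limma adjusted p = 0.652). The iAtoh1 call for Barhl2 was lost without replicate 1 of iAtoh1 Dox (adjusted p = 0.172) and without replicate 2 of iAtoh1 No Dox (adjusted p = 0.162). Dcx (Entrez 13193, chromosome X, 140290385 to 140367854) had 71.8 ± 21.3 with Dox and 14.0 ± 3.24 without in iAtoh1 cells (2.26, standard error 0.44, limma adjusted p = 0.00126), and 314 ± 11.8 and 6.06 ± 1.16 in iGPA cells (5.49, standard error 0.44, limma adjusted p = 1.82e-08). Its Dox effect was larger in iGPA than in iAtoh1 cells by 3.23 (standard error 0.63, limma adjusted p = 0.00117). Tubb3 and Barhl2 fell in cluster 1B and Dcx in cluster 1A.

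**Figure D1:**
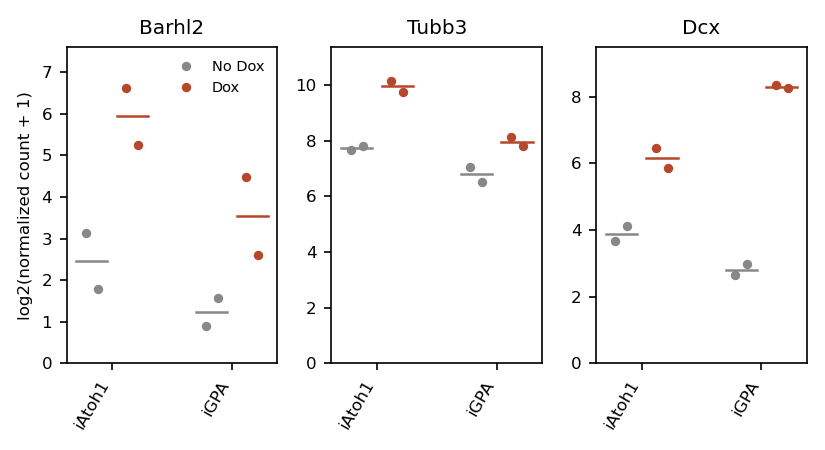
Barhl2, Tubb3 and Dcx in iAtoh1 and iGPA cells as log2(normalized count + 1). Offset points are replicates 1 and 2 and the bar is the mean of the log2 values; grey, No Dox; red, Dox.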

To determine whether this Atoh1 neuronal programme is also active during HC differentiation *in vivo*, we performed gene set enrichment analyses of clusters 1A, 1B and 2 on RNA-seq data previously obtained from HCs of the mouse inner ear (Scheffer et al., 2015). This revealed greater and more significant enrichments of clusters 1A and 2 genes compared to cluster 1B genes in both embryonic and postnatal HC transcriptomes (Figure 1F). The fact that genes in clusters 1A and 2 are equally enriched in native HCs at early stages of differentiation (HCs E16, Figure 1F) suggests that the dual activation of both neuronal and sensory differentiation programs is a feature of HC development *in vivo*. Conversely, the subset of Atoh1 neuronal targets that are repressed in *vitro* iHCs (cluster 1B) are also less abundant during early HC differentiation stages *in vivo*. Taken together, these data indicate that genes activated in response to Atoh1 include one set activated in both neuronal and HC contexts (cluster 1A) and another set activated in only the HC context (cluster 2). In addition, a smaller subset of genes activated by Atoh1 are repressed in the HC context (cluster 1B).

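Among the 486 genes up with Dox in iAtoh1 cells, the Dox effect was smaller in iGPA than in iAtoh1 cells past the threshold for 68, larger for 74, and not different past it for the rest. Simulations with the same true effect in both lines gave 0 smaller ones. A fall with Dox past the threshold in iGPA cells was seen for 3 of the 486. Within cluster 1B 98 of 221 genes were past the threshold upward in iGPA cells, and the Dox effect was smaller there for 38. The paper started from the idea that Gfi1 and Pou4f3 would divert Atoh1 from its neuronal targets, and it reasons from the neuronal genes of cluster 1 that stay active in iGPA cells (Figure 1E) and the HC genes of cluster 2.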

We conclude that, contrary to our initial hypothesis, the modulation of Atoh1 by Gfi1/Pou4f3 entails activation of a new HC gene expression programme but without concomitant widespread repression of Atoh1’s neuronal programme.

### 3.2 Gfi1 is critical for the switch from neuronal to hair cell fate

To investigate the individual contributions of Pou4f3 and Gfi1 to modulating Atoh1-induced differentiation, we generated cell lines that allow inducible expression of every combination of the three TFs (Figure 2A). We compared global transcriptional changes using hierarchical clustering and principle component analysis. On their own, Gfi1 or Pou4f3 possess little capacity to modify gene expression (iGfi1 and iPou4f3 in Figures 2B,C). 

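With Dox, 362 genes were past the threshold upward and 449 downward in iGfi1 cells, and 248 and 102 in iPou4f3 cells. At an unadjusted p under 0.05 limma gave 6431 and 3065 genes. The counts of iPou4f3 moved most when only its own libraries were fitted, to 117 genes up, and without replicate 1 of iPou4f3 No Dox, to 15 down; without replicate 1 of iGfi1 Dox, 222 genes were up and 291 down. In other lines the number past the threshold ran from 910 in iAtoh1 to 2350 in iGPA cells.

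Among the largest changes in iGfi1 cells, Pcdhgb2 and Flrt1 (Entrez 396184, chromosome 19, 7166504 to 7180219) were listed at 0 without Dox and at 532 and 229 and at 80.2 and 104 normalized counts with it, and Zfp689 (Entrez 71131, chromosome 7, 134587266 to 134592672) at 153 and 133 without and 0 with Dox. The others, Ints2, which rose, and Lrrc17 (Entrez 74511, chromosome 5, 21049345 to 21081718) and 9130019O22Rik (Entrez 78921, no NCBIM37 coordinates), which fell, are among the 41 genes that switch between 0 and over 50 in untreated libraries. In iPou4f3 cells Lrrn3 (Entrez 16981, chromosome 12, 42178260 to 42212338) was at 0 without Dox and 523 and 394 with it, Nptx1 (Entrez 18164, chromosome 11, 119400033 to 119409067) rose by 7.67 (standard error 0.46, limma adjusted p = 5.81e-09) and Miat by 7.21 (standard error 0.60, limma adjusted p = 4.78e-07). The largest falls there were those of Cd3d (Entrez 12500, chromosome 9, 44789876 to 44795135), another of the 41 genes, from 186 and 105 to 0 and 0, Lilr4b (Entrez 14727, no NCBIM37 coordinates), from 26.5 and 27.3 to 0 and 0, and Serpinb6c (Entrez 97848, chromosome 13, 33971685 to 33997577), which changed by −4.56 (standard error 1.25, limma adjusted p = 0.0432).

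**Figure D2:**
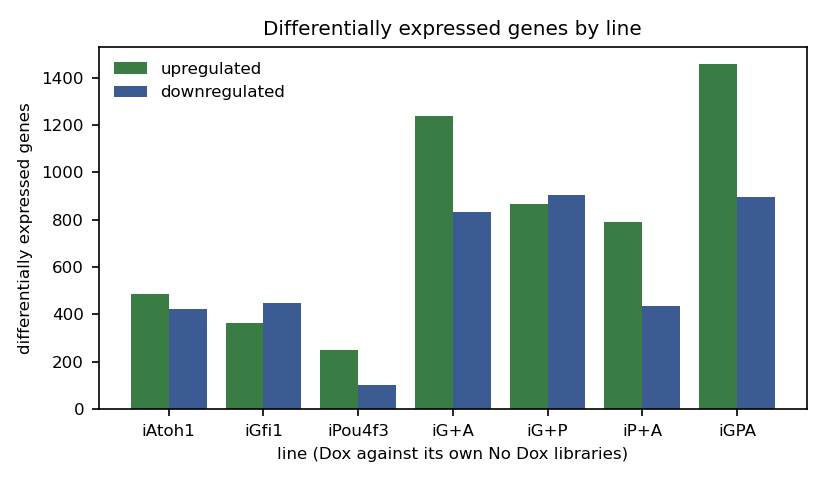
Genes past the threshold upward and downward with Dox in each of the 7 lines (limma adjusted p under 0.05, log2 fold change of at least 1.5).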

Surprisingly the other TF combinations resulted in gene expression programmes that clustered into two distinct groups correlating with the presence or absence of Gfi1 (Figures 2B,C).

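A tree of the 28 libraries by Euclidean distance over the 16837 genes (complete linkage), divided into 3, put the 4 Dox libraries of iAtoh1 and iP+A on one branch and the 6 of iG+A, iG+P and iGPA on another. The third branch held the 18 others, which are the untreated libraries with the Dox libraries of iGfi1 and iPou4f3. With 1 library left out, 25 to 27 of the remaining libraries were placed with their group. The first component of the 500 genes of highest variance carried 49.9% of their variance (jackknife standard error 8.86) and the second 14.3% (5.68); over all filtered genes the first carried 36.1%.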

**FIGURE 2:**
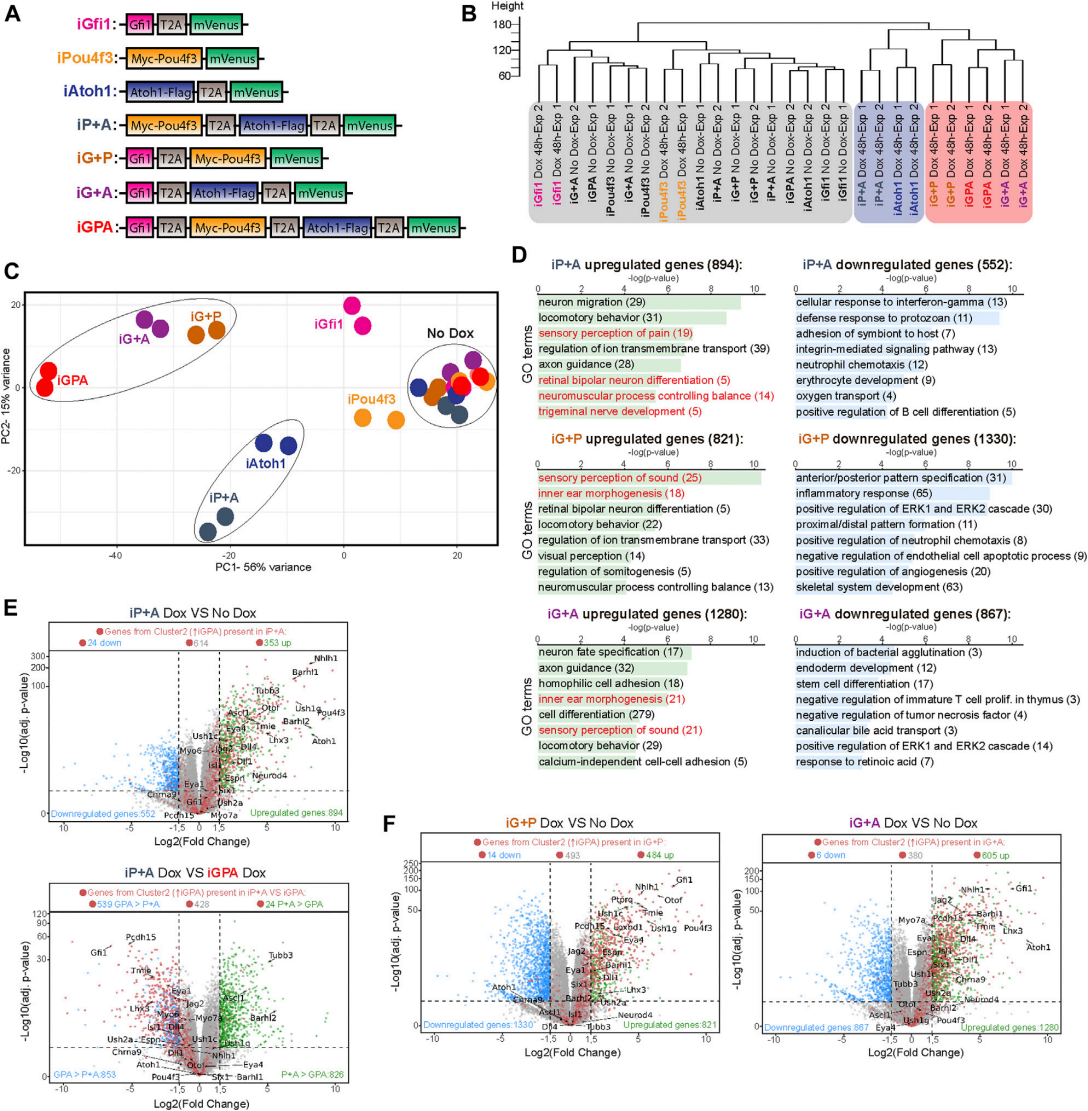
Transcriptome analysis of differentiation supported by TF combinations reveals Gfi1 is critical for HC switch. **(A)** Diagram of the Dox-inducible tagged TF constructs used to engineer the seven different ESCs lines capable of overexpressing different TF combinations upon Dox treatment. T2A, 2A self-cleaving peptide derived from thosea asigna virus. **(B)** Dendrogram showing hierarchical clustering of the various expression profiles obtained from EBs induced to express different TF combinations, as indicated in **(A)**. 48 h of Dox-treated EBs and no Dox exposed EBs were collected at day 6 of culture for transcriptome analysis. Exp1 and Exp2 corresponds to two biological replicates. **(C)** Principal component analysis (PCA) obtained from the transcriptome profiles of all Dox-inducible EBs lines that contained different TF combinations. EBs were grown in the presence or absence of Dox for 48 h before collection at day 6 of culture. The PCA explain 56% (PC1) and 15% (PC2) of total variance. **(D)** Gene ontology (GO) analysis performed for all the differentially expressed genes of each cell line iP+A, iG+P and iG+A when comparing Dox treated EBs versus non-treated EBs at day 6. The total number of selected differentially expressed genes (adjusted *p*-value ≤ 0.05 and log2-fold change ≤ −1.5 or ≥ 1.5) are indicated. **(E)** Volcano plots showing the log2-fold change of mRNA transcript levels and the log10-adj. *p*-value obtained when comparing iP+A-Dox treated EBs versus iP+A control EBs (not treated) as well as comparing iP+A-Dox treated EBs versus IGPA Dox treated EBs at day 6 after 48 h of Dox exposure. Each dot represents an expressed gene. Blue and green dots indicate genes significantly downregulated (log2-fold change ≤ −1.5 and *p*-value ≤ 0.05) and upregulated genes (log2-fold change ≥ 1.5 and *p*-value ≤ 0.05), respectively. Red dots represent the genes previously identified in cluster 2 (C-2: containing genes enriched only in GPA from Figure 1E). Total counts of the red dots for each category (downregulated, upregulated and non-differentially expressed genes) are show on top of each volcano plot. **(F)** Volcano plot shown as described in **(E)** but highlighting the differentially expressed genes in Dox treated iG+P EBs compared with no Dox control iG+P EBs as well as Dox treated iG+A EBs compared with no Dox control iG+A EBs.

The transcriptome of iP+A cells resembles that of iAtoh1 cells rather than that of iGPA cells, suggesting a shared neuronal identity (Figures 2B,C). 

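The mean Euclidean distance of iP+A Dox libraries over 16837 genes was 114 to those of iAtoh1 Dox (range 110.4 to 117) and 142 to those of iGPA Dox (137 to 148), a ratio of 0.802 with an SD of 0.018 over pairings of replicates. With 1 − Spearman correlation as distance, the alternative that moved it most, the ratio was 0.579. The distance to iPou4f3 Dox was 119 (111 to 127), that to the line's own untreated libraries 135, and that between its Dox replicates 57.6. Of the genes past the threshold in iP+A cells, 411 moved the same way past it in iAtoh1 and 699 in iGPA cells, with 6 and 17 in opposite directions. Across genes the fold changes of iP+A correlated with r = 0.55 to those of iAtoh1 and 0.58 to those of iGPA; genes are not independent replicates.

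Of the 28 general neuronal genes 25 were past the threshold upward in iP+A cells (25 adjusted over the list alone), with a median log2 fold change of 3.88 and a camera adjusted p of 1.33e-22. The Dox effect was larger in iP+A than in iAtoh1 cells past the threshold for 12 of them (18 adjusted over the list alone). Tubb3 rose by 5.40 (standard error 0.36, limma adjusted p = 4.48e-09) and Barhl2 by 7.26 (standard error 1.08, limma adjusted p = 7.16e-05) in iP+A cells. The paper proposes a neuronal identity common to both lines.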

Consistent with this, Atoh1 + Pou4f3 were unable to induce HC markers in EBs even after 8 days of Dox treatment. Rather, general neuronal markers were upregulated in iP+A cells even more strongly than in iAtoh1 cells (Supplementary Figure S3A). Therefore, Pou4f3 alone cannot convert Atoh1 from a neuronal determinant to a HC determinant.

Pou4f3 alone is, however, able to modify Atoh1’s neuronal programme. 

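In iP+A cells 792 genes were past the threshold upward with Dox and 435 downward. Of the 792, 537 (67.8%) were not past it in iAtoh1 cells, and for 258 of these the Dox effect was larger in iP+A than in iAtoh1 cells past the threshold. Simulations with the same true effect in both lines gave 0 such genes. Without replicate 1 of iP+A Dox 233 genes were down. Of 23 sensory neuron genes from a list written from general knowledge, 8 rose past the threshold in iP+A cells (9 adjusted over the list alone) and 4 in iAtoh1 cells (4 adjusted over the list alone), where 2 fell. Their medians were 0.92 and 0.58 and their camera adjusted p 0.00914 and 0.121; the iP+A call holds under fry but not with an estimated correlation, and fry also calls the list in iAtoh1 cells (adjusted p = 0.00905). The Dox effect was larger in iP+A than in iAtoh1 cells past the threshold for 3 of the 23 and smaller for 1.

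The largest rises in iP+A cells were those of Myt1 (Entrez 17932, chromosome 2, 181498037 to 181562502), by 10.05 (standard error 0.43, limma adjusted p = 1.35e-11), of Lrrn3, at 0 without Dox and 1003 and 835 normalized counts with it, and of Miat, by 9.07 (standard error 0.60, limma adjusted p = 4.38e-09). The largest falls were those of Cd3d, from 98.8 and 203 to 0 and 0, and Gm5797 (Entrez 545013, no NCBIM37 coordinates), from 129 and 85.6 to 0 and 0, both among the 41 genes that switch between 0 and over 50 in untreated libraries, and of Pcdhga7, by −6.74. Pou4f1 (Entrez 18996, chromosome 14, 104862737 to 104867216), singled out after its values were seen, rose by 6.21 (standard error 0.50, limma adjusted p = 4.95e-08) and by more than in iAtoh1 cells by 6.16.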

Most strikingly, the genes enriched in iP+A but not iAtoh1 are involved in the development of sensory neurons (Figure 2D) and are associated with sensory functions such as “perception of pain” (Supplementary Figure S3B). Although iP+A did not induce HC differentiation, we were able to detect 35% of genes from the HC-related DE gene cluster 2 amongst the genes upregulated by iP+A (Figure 2E). However, their expression remained considerably lower than in iGPA cells (Figure 2E) and seemed to be insufficient to trigger the activation of the HC differentiation program. 

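Of the 1003 genes of cluster 2, 300 (29.9%, 95% Wilson interval 27.2 to 32.8) were past the threshold upward in iP+A cells. The share moved most, to 61.6%, when clusters were made from genes past the threshold in both iAtoh1 and iGPA cells. Of 28 tested genes that label Figures 2E,F, 19 were up in iP+A cells and 22 in iGPA cells (19 and 22 adjusted over the list alone), with median log2 fold changes of 2.90 and 3.78; the authors chose these labels on these libraries. Otof rose by 3.89 (standard error 0.48, limma adjusted p = 9.61e-06) in iP+A cells, from 11.4 ± 6.95 to 170.1 ± 48.8 normalized counts, and Lhx3 by 4.61 (standard error 0.77, limma adjusted p = 2.48e-04), from 0.730 ± 1.03 to 38.3 ± 13.5.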

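Of the 1003 genes of cluster 2, 486 (48.5%, 95% Wilson interval 45.4 to 51.5) were higher past the threshold in iGPA Dox than in iP+A Dox cells. Of the 300 that iP+A raised, 62 were higher in iGPA and 20 higher in iP+A cells past the threshold, and 194 (64.7%) had the higher mean in iGPA cells. The share of 48.5% moved most without replicate 2 of iP+A Dox, to 42.5%. Over all genes, 893 were higher in iGPA Dox and 874 higher in iP+A Dox cells. In untreated libraries 60 genes were higher in iGPA and 123 lower, and 64 of the 1767 Dox calls (3.62%) differed past the threshold the same way without Dox. As a difference of the Dox effects of the lines, 997 of the 1767 (56.4%) were past the threshold. Otof differed between these Dox libraries by 0.67 (standard error 0.48, limma adjusted p = 0.299) and Lhx3 by 3.43 (standard error 0.77, limma adjusted p = 0.00189). The paper proposes that the lower level falls short of what the HC programme needs.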

Altogether, these data suggest that the co-expression of Atoh1 and Pou4f3 promotes the activation of a sensory neuronal program, not a functional HC programme.

In contrast, expression profiles of iG+P and iG+A cells cluster strongly with iGPA cells, suggesting that Gfi1 in combination with either Atoh1 or Pou4f3 or both drives cells to a common differentiation path related to HCs (Figures 2B,C). 

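In iG+P cells 868 genes were past the threshold upward with Dox and 902 downward, and in iG+A cells 1238 and 833. Of the calls in iG+P cells 1111 (62.8%) moved the same way past the threshold in iGPA cells and 21 the opposite way, and of those in iG+A cells 1410 (68.1%) and 3. The distance of iGPA Dox was 113 to iG+A Dox (range 111 to 114), 125 to iG+P Dox (119 to 129) and 149 to iAtoh1 Dox libraries. That of iG+P Dox was 122 to iGfi1 Dox (116 to 129) and 141 to iG+A Dox libraries (139 to 143). By this measure iG+P Dox was thus as near to iGfi1 Dox as to iGPA Dox.

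Apart from the transgenes, the largest rises in iG+P cells were those of Sncg (Entrez 20618, chromosome 14, 35183460 to 35187975), by 8.98 (standard error 0.37, limma adjusted p = 1.01e-11), Lrrc4 (Entrez 192198, chromosome 6, 28611831 to 28781747), at 0 without Dox and 396 and 426 normalized counts with it, and Gh (Entrez 14599, chromosome 11, 106161585 to 106163179), at 0 without and 343 and 476 with Dox. The largest falls were those of 9130019O22Rik, from 106 and 62.2 to 0 and 0, Pcdhga7, by −6.25, and Pcdhac2 (Entrez 353237, no NCBIM37 coordinates), by −6.23. In iG+A cells Pcdhgb2 was at 0 without Dox and 1095 and 1137 with it, Sst (Entrez 20604, chromosome 16, 23889667 to 23890930) rose by 9.31 (standard error 0.73, limma adjusted p = 2.41e-08) and Wnt10a (Entrez 22409, chromosome 1, 74838090 to 74850753) by 8.78 (standard error 0.72, limma adjusted p = 3.81e-08). Lrrc17, Cd3d and Gm5797 fell most there, to 0 in both Dox libraries each, and all belong to the 41 genes that switch between 0 and over 50 in untreated libraries. The paper proposes a common path to HCs from these profiles.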

The presence of Gfi1 therefore contributes to a major shift in gene expression when it is combined with Atoh1 and/or Pou4f3 (Figure 2C). This differentiation pathway is characterised by activation of genes required for sensory perception of sound, consistent with HC identity (Figures 2D,F). These observations support a model in which Gfi1 dramatically modulates the transcriptional activity of both Atoh1 and Pou4f3 to enable HC differentiation.

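Of 37 hair bundle and synapse genes, 21 were past the threshold upward in iG+P, 10 in iG+A, 12 in iP+A, 8 in iPou4f3 and 3 in iGfi1 cells (the same numbers adjusted over the list alone). The camera adjusted p was 1.08e-09 in iG+P, 0.0242 in iG+A, 2.15e-04 in iP+A, 4.16e-06 in iPou4f3 and 0.0604 in iGfi1 cells. With an estimated correlation the iG+A call was lost (adjusted p = 0.113), and fry called the list in iGfi1 cells as well (adjusted p = 7.68e-04). Median log2 fold changes were 1.69 in iG+P, 0.52 in iG+A, 0.67 in iP+A, 0.48 in iPou4f3 and 0.30 in iGfi1 cells. Otof rose by 6.48 (standard error 0.48, limma adjusted p = 1.44e-08) in iG+P cells, from 7.06 ± 2.76 to 741 ± 362 normalized counts, and by 4.90 (standard error 0.48, limma adjusted p = 4.00e-06) in iPou4f3 cells, from 9.55 ± 2.45 to 323 ± 129. Ptprq (Entrez 237523, chromosome 10, 106954416 to 107157083) rose by 5.26 (standard error 0.45, limma adjusted p = 6.95e-08) in iG+P and 5.63 (standard error 0.45, limma adjusted p = 3.44e-07) in iPou4f3 cells, against 2.96 in iP+A, 0.25 in iGPA and 0.11 in iG+A cells. Myo7a rose by 1.63 (standard error 0.13, limma adjusted p = 2.09e-08) in iG+A cells. Of the genes of cluster 2, 499 (49.8%) were up in iG+P and 549 (54.7%) in iG+A cells.

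**Figure D3:**
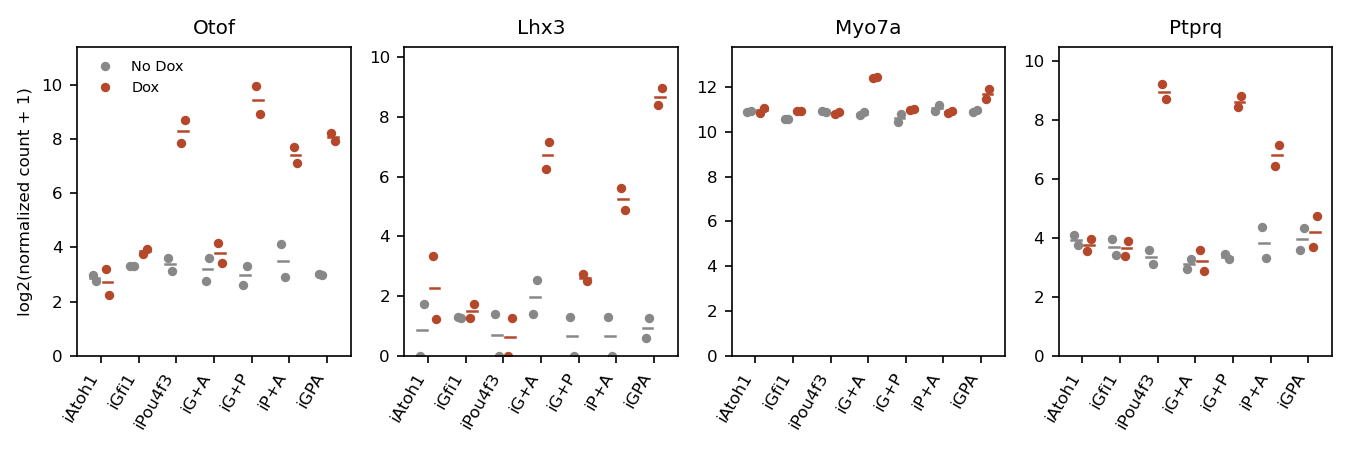
Otof, Lhx3, Myo7a and Ptprq in the 7 lines as log2(normalized count + 1). Offset points are replicates 1 and 2 and the bar is the mean of the log2 values; grey, No Dox; red, Dox.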

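In iG+P cells Atoh1 had 28.7 ± 5.44 normalized counts with Dox and 3.56 ± 0.772 without, a rise of 2.70 (standard error 0.33, limma adjusted p = 4.88e-06), and in iGfi1 cells 29.5 ± 3.40 and 6.53 ± 2.15 (2.04, standard error 0.33, limma adjusted p = 2.50e-04). In iPou4f3 cells it had 17.4 ± 4.40 and 10.1 ± 4.64, a change of 0.78 (standard error 0.33, limma adjusted p = 0.217). Against all 14 untreated libraries, those of lines with the Atoh1 cassette included, the rises in iG+P and iGfi1 cells were 0.21 (adjusted p = 0.889) and 0.26 (adjusted p = 0.873). The rise in iG+P cells is 0.149% of the level in libraries with the Atoh1 cassette and Dox, and reads assigned to a wrong library are not excluded as its source. Lhx3 was at 5.63 and 4.64 in the iG+P Dox replicates.

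Over all genes tested, the median standard error of the departure from the sum of the single lines was 0.319. For iG+P 20 genes were above and 15 below the sum of the iGfi1 and iPou4f3 effects past the threshold. Without replicate 1 of iG+P No Dox, of iGfi1 No Dox or of iPou4f3 No Dox 5 genes were above it, without replicate 2 of iG+P No Dox 34, with a pseudocount of 5 40, and with one control group 59. Over the 868 genes up in iG+P cells the median effect was 2.38 against 1.67 for the sum, and across all genes called there r was 0.85 and the slope 1.05 between effect and sum; genes are not independent replicates. Of the 868 genes up in iG+P cells, 364 (41.9%) were also up in iGfi1 or iPou4f3 cells. Over these 868 genes the median standard error of the departure was 0.771, and over the 1238 genes up in iG+A cells 0.727. Departures near the threshold could therefore be missed among them. The small number past the threshold in iG+P cells thus does not show that the effects of Gfi1 and Pou4f3 add. For iG+A 336 genes were above and 168 below the sum of the iGfi1 and iAtoh1 effects; without replicate 1 of iG+A No Dox 160 were above it, and with only the groups compared 144.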

The ability of Gfi1 + Pou4f3 to drive expression of HC genes in the absence of exogenous Atoh1 was a surprise. We therefore examined the efficiency of HC differentiation in iG+P cells using immunostaining and qPCR for HC and neuronal markers. This confirmed that Gfi1 abolishes the neurogenic activities of both Atoh1 and Pou4f3 and enables each of them instead to initiate an HC differentiation programme (Figures 3A–C). However, we found that HC differentiation was not as efficient in either iG+P or iG+A cells as it was in iGPA cells (Figure 1C). For example, the HC marker Lhx3 was confined to a minor subset of mVenus^+^ cells in both iG+P and iG+A lines (Figure 3A). Furthermore, iG+P and iG+A cells were unable to develop Espin^+^ hair bundle-like structures, in contrast to iGPA cells which display a clear polarised Espin signal (Figures 3D–F; Supplementary Figure S1A). Instead, Espin staining was spread throughout the cytoplasm of the mVenus^+^ iG+P and iG+A cells. This suggests that despite the expression of hair bundle genes (Figure 3C), key components necessary for organization of these hair-bundle-like protrusions are likely to missing from iG+P and iG+A cells.

**FIGURE 3:**
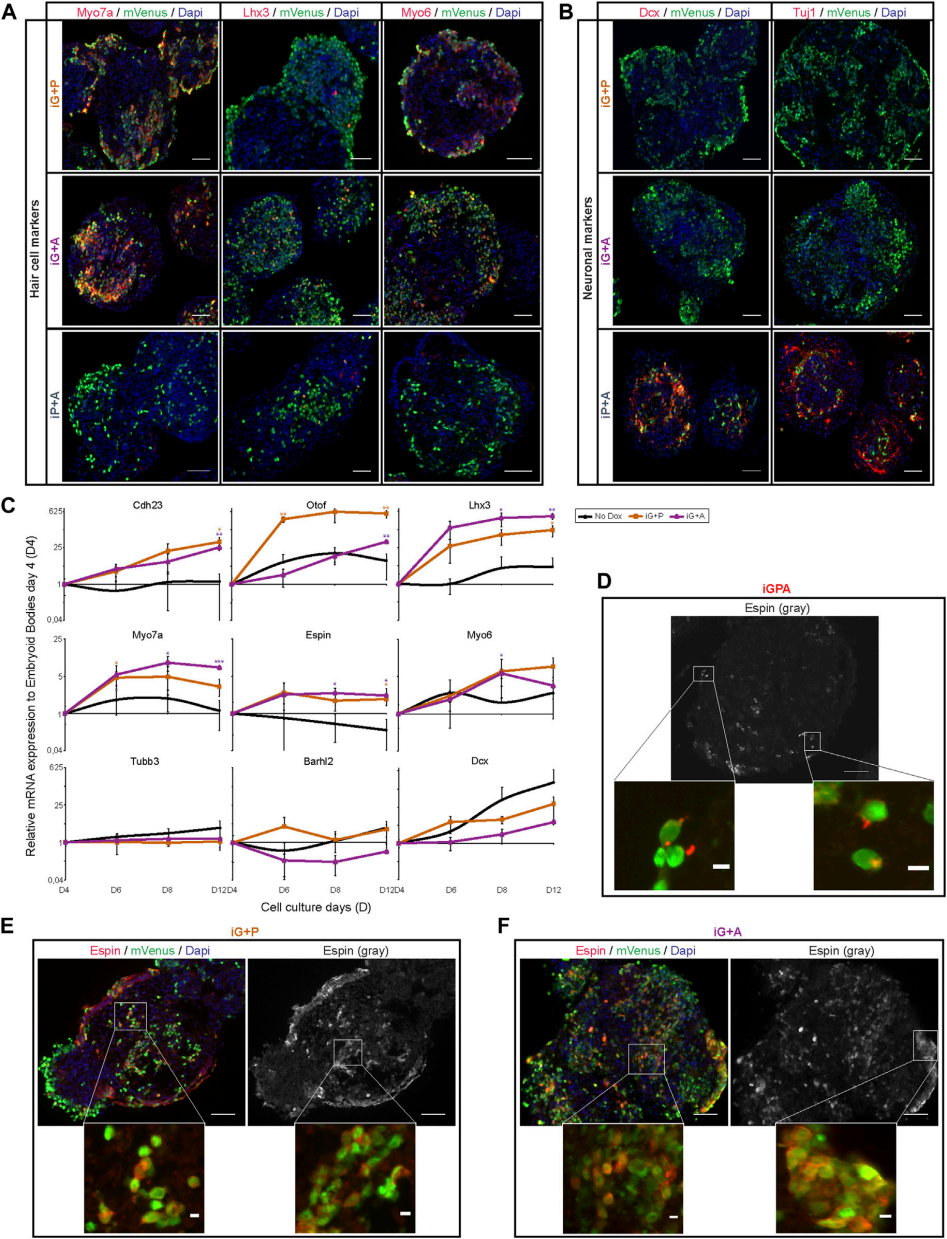
Gfi1 with Atoh1 or Pouf43 promotes HC gene expression but cellular differentiation requires all three TFs. **(A)** Representative images obtained from immunostaining of HC markers (Myo7a, Lhx3, and Myo6) (red) in induced EBs at day 8 of culture after 4 days of Dox treatment. mVenus (green) indicates cells overexpressing the transgenic TF combination and nucleus are labelled by DAPI (blue). Scale bar, 50 µm. **(B)** Expression of neuronal markers (Dcx and Tuj1) (red) in the same induced EBs shown in **(A)**. Scale bar, 50 µm. **(C)** qRT-PCR analyses for HC markers (Cdh23, Otof, Lhx3, Myo7a, Espin, and Myo6) and neuronal markers (Tubb3, Barhl2, and Dcx) in EBs derived from iG+P and iG+A ESC lines after 2, 4, and 8 days of Dox treatment (2 ug/ml of Dox was added at day 4 of EB culture and analyses were carried out at day 6, 8, and 12 of EB culture, respectively). Relative expression of each transcript is presented as fold change normalized to the mean of EBs at culture day 4 before Dox treatments. Results are mean ± s.e.m. *p < 0.1, **p < 0.01, ***p < 0.001 (*n* = 3, biological replicates). **(D)** Espin expression in polarised stereocilia-like outgrowths in iGPA cells at day 12 (EBs exposed to 8 days of Dox treatment). Scale bar: 50 µm for gray Espin picture and 5 µm in red Espin staining in the mVenus + cells. **(E,F)** Espin expression is not polarised in iG+P **(E)** or iG+A **(F)** EBs at 12 days of culture and 8 days of Dox exposure. Scale bar: 50 µm and 5 µm for the magnified square pictures.

In summary, we find that complete activation of the iHC differentiation programme requires all three TFs. Gfi1 plays a critical role by imposing a dramatic change on the transcriptional activity of both Atoh1 and Pou4f3, thereby allowing these TFs to activate a partial HC differentiation program individually, or a more complete HC programme together.

### 3.3 Atoh1 directly regulates both neuronal and sensory genes

Having identified genes upregulated in response to Atoh1 in the contexts of neuronal or HC differentiation, we asked which of these genes might be directly regulated by Atoh1. Taking advantage of the FLAG-tagged Atoh1, we carried out Atoh1 ChIP-Seq on both iAtoh1 and iGPA lines after inducing transgene expression in EBs for 48 h. 15,568 genomic sites were enriched for Atoh1 in iAtoh1 cells and 26,231 sites in iGPA cells. Together, these sites could be divided into three groups (Supplementary Figure S4A): iAtoh1-unique (7,279 sites), iAtoh1/iGPA-common (8,056 sites), and iGPA-unique (17,851 sites) (Figure 4A). We examined whether these differences in Atoh1 binding explain how Atoh1 switches from neuronal to HC determinant.

**FIGURE 4:**
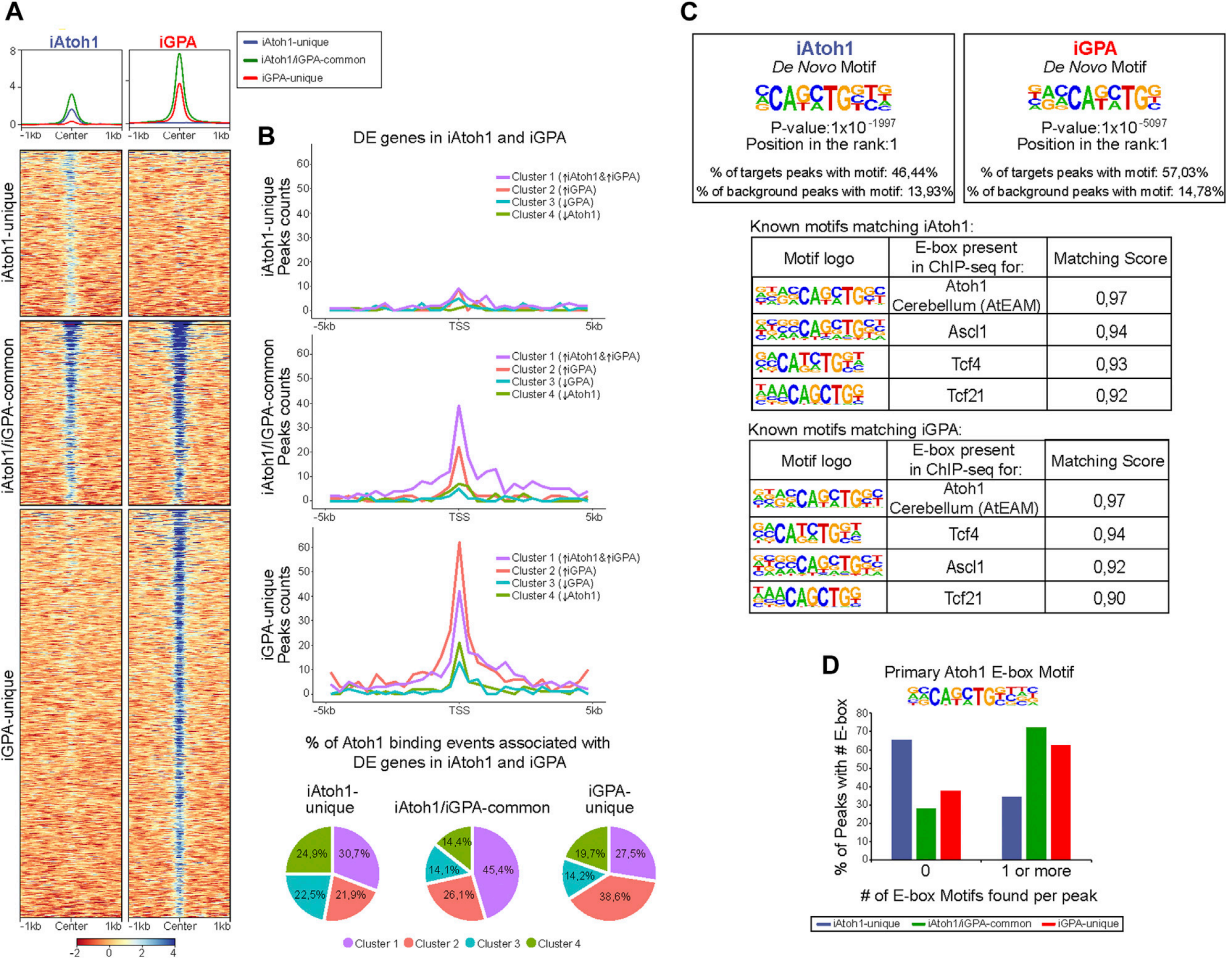
Gfi1+Pou4f3 promote Atoh1 binding to its preferred motif at new genomic locations without inhibiting binding to its original targets. **(A)** Density heatmaps of Atoh1 Chip-seq datasets from iAtoh1 and iGPA EBs at 48 h post-induction of TF overexpression. Each column shows the Atoh1 ChiP-seq signal for iAtoh1 and iGPA lines which are divided by the three different Atoh1 peak groups identified in (Supplementary Figure S4A). Each row represents the normalized counts (reads per kilobase per million, RPKM) for Atoh1 ChIP-seq peak signal spanning ± 1 kb from the centre of the peak. **(B)** Plot representing the total peaks counts found ± 5 Kb around the transcription start site (TSS) for the previously identified gene clusters in iAtoh1 and iGPA RNA-seq datasets (Figure 1E). Peak counts were divided into three groups (iAtoh1-unique, iAtoh1/iGPA-common and iGPA-unique) shown in three separated plots. The number of peaks found for each gene cluster was divided by the total number of peaks of each category to obtain the % Atoh1 binding associated with DE genes of iAtoh1 and iGPA EBs represented in pie charts. **(C)** Motifs analyses for Atoh1 peaks in iAtoh1 and iGPA EBs. Upper: the most significant *de novo* motif detected in iAtoh1 and iGPA by searching at 250 bp regions centred at summits; lower: best match between known motifs and motifs found in Atoh1 peaks shows that the previously detected Atoh1 motif in cerebellum (AtEAM) has the highest match score in both iAtoh1 and iGPA EBs. **(D)** Graph showing the number of AtEAM motifs found in each Atoh1 peak group: iAtoh1-unique, iAtoh1/iGPA-common and iGPA-unique.

To determine whether these groups are associated with the DE gene clusters identified above, we integrated Atoh1 genomic location analyses with these DE gene clusters by annotating the peaks to their closest TSS. First, the iAtoh1-unique group of sites showed relatively low binding enrichments and were not preferentially associated with any particular DE gene cluster (Figures 4A,B). We therefore surmise that this group likely reflects weak and non-functional binding of Atoh1. We next examined iAtoh1/iGPA-common binding sites. These were predominantly associated with DE cluster 1 (enriched in neuronal genes), indicating that Atoh1 directly binds and activates neuronal genes regardless of the presence or absence of Pou4f3 and Gfi1. Consistent with this, iAtoh1/iGPA-common sites included enhancers that were previously shown to be enriched for Atoh1 in the developing cerebellum (Klisch et al., 2011) intestinal crypts (Kim et al., 2014) and spinal cord (Lai et al., 2011) (Supplementary Figure S4B), validating our ChIP-seq strategy using the FLAG tag. Finally, the iGPA-unique sites were predominantly associated with genes of DE cluster 2 (enriched in HC genes) (Figure 4B), suggesting that Atoh1 directly binds and activates HC genes but only in the presence of Pou4f3/Gfi1. It is not possible to determine from these data whether it is Pou4f3 or Gfi1 or both that enable Atoh1 to bind HC genes.

In *de novo* motif analysis of Atoh1 binding peaks, the best hit was an E box motif that matched most closely the AtEAM variant previously identified from Atoh1 binding sites in the cerebellum^6^ (Figure 4C; Supplementary Figure S5). More than 60% of iAtoh1/iGPA-common and iGPA-unique peaks contained one or more AtEAM E-box motifs compared to just 34.5% of iAtoh1-unique peaks (Figure 4D). This is consistent with the previous conclusion that the majority (65.5%) of iAtoh1 unique peaks largely represent low affinity and non-specific interactions. Altogether, these data suggest that Pou4f3 and/or Gfi1 do not interfere with Atoh1 binding at neuronal targets with its preferred E-box motif, but enable Atoh1 to bind to HC targets containing its preferred E-box motif, while depleting Atoh1 from weakly-bound sites which for the most part lack the E-box motif.

### 3.4 Atoh1 recruitment to new targets is largely driven by Pou4f3, not Gfi1

We next determined the relative importance of Pou4f3 and Gfi1 in directing Atoh1 to new binding sites during iHC differentiation. We performed ChIP-seq for Atoh1, and also for Pou4f3, after induction of all combinations of the three TFs. PCA and hierarchical clustering revealed that global Atoh1 binding is distinctly altered by the presence of Pou4f3 (iP+A and iGPA binding cluster distinctly from iAtoh1 binding) (Figures 5A,B). In contrast, the presence of Gfi1 does not strongly affect the profile of Atoh1 binding, regardless of the presence or absence of Pou4f3 (Atoh1 profiles in iAtoh1 vs. iG+A and in iGPA vs. iP+A, Figures 5A,B). Therefore, despite Gfi1’s importance for promoting the HC differentiation programme, the presence of Gfi1 did not make a large difference to the binding pattern of Atoh1.

**FIGURE 5:**
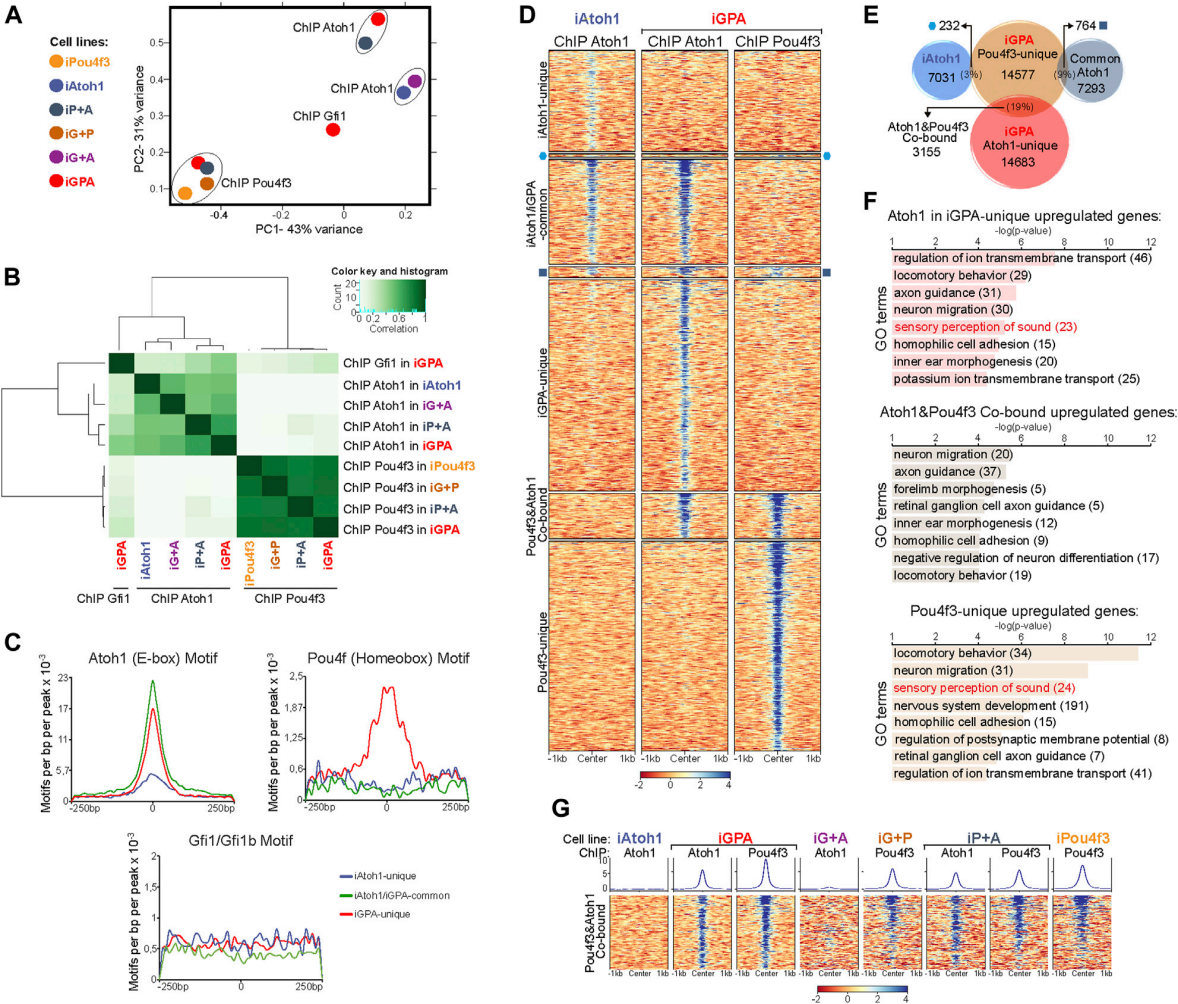
Pou4f3 recruits Atoh1 to new binding locations but not *vice versa*. **(A)** Principal component analysis of Atoh1, Pou4f3 and Gfi1 ChIP-seq peaks for each EB overexpressing combinations of the three TFs (48 h post-Dox treatment) as indicated by the colour key. Gfi1 ChIP-seq was only performed in iGPA EBs but ChIP-seq for Atoh1 and Pou4f3 was carry out in EBs overexpressing all 4 possible TF combinations. **(B)** Correlation heatmap of Atoh1, Pou4f3, and Gfi1 ChIP-seq peaks for each EB overexpressing combinations of the three TFs. **(C)** Frequency and distribution of Ebox, Pou4f homeobox and Gfi1 motifs across a 250 bp interval surrounding the Atoh1 peak centres for each Atoh1 peak group identified in (Figure 4A) **(D)** Density heatmaps of Atoh1 Chip-seq obtained from iAtoh1 and iGPA EBs and Pou4f3 ChIP-seq from iGPA EBs. The heatmap is divided in seven parts containing the overlapping and non-overlapping peaks across the 3 ChIP-seq datasets as represented in **(E)**. **(E)** Peak overlap between Pou4f3 ChIP-seq in iGPA EBs and Atoh1 ChIP-seq in both iAtoh1 and iGPA EBs. The number of unique and overlapping peaks across these 3 ChIP-seq datasets is indicated in the diagram and their ChIP signal is shown in **(D)**. **(F)** Gene ontology (GO) analysis performed for unique and common peaks of Atoh1/Pou4f3 ChIP-seq in iGPA EBs that were only associated with differentially expressed genes found in iGPA RNA-seq. Peaks were associated with genes following the nearest gene annotation rule. **(G)** Density heatmaps of Atoh1 and Pou4f3 ChIP-seq enrichment only at Atoh&1Pou4f3 cobound peaks (3,155 genomic regions) in different induced EBs. Peak signal (in colour scales) represents the normalized counts (reads per kilobase per million, RPKM) and is spanning ± 1 kb from the centre of the peak.

In contrast to Atoh1, Pou4f3 binding profiles in all conditions cluster tightly together, suggesting that Pou4f3 binding is not strongly affected by the presence of either Atoh1 or Gfi1 (Figures 5A,B). Taken together our data suggest that the binding of Atoh1 to new sites during HC differentiation depends directly or indirectly on Pou4f3 function to a large extent. In contrast, and contrary to expectation, Gfi1 allows Atoh1 and Pou4f3 to activate a new transcriptional programme largely without redirecting their binding to new loci.

### 3.5 Pou4f3 directly recruits Atoh1 to a subset of new neuronal targets

The genomic binding profile of Pou4f3 is quite different from Atoh1 (Figures 5A,B), suggesting that much of the effect of Pou4f3 on Atoh1 binding redistribution might be indirect. To investigate the possibility of direct interactions, we searched for the enrichment of motifs in addition to E boxes in each of the three different groups of Atoh1 peaks. A homeobox motif bound by Pou4f TFs was the most significant secondary motif found in iGPA-unique peaks but was absent from the other peak categories (Figure 5C; Supplementary Figure S5B). This is consistent with the possibility that Pou4f3 might directly promote Atoh1 binding to new regulatory elements. To explore this, we performed clustering of the genomic locations for Atoh1 and Pou4f3 in the different TF combinations (Figures 5D,E). This reveals that Atoh1 co-binds with Pou4f3 at a subset of sites (3155 sites in cluster_3). The majority of these iGPA co-bound sites contained both Pou4f and E-boxes motifs with similarly high abundance (Supplementary Figures S6A,B), suggesting that co-binding of Atoh1 and Pou4f3 is dependent on the presence of both their specific motifs in the same regulatory element.

Notably, these co-bound sites are bound by Pou4f3 in all conditions (and therefore are not dependent on the presence of Atoh1), whereas binding of Atoh1 is prominent in iGPA and iP+A but not iAtoh1 or iG+A cells (Figure 5G). We conclude that Atoh1 binding is dependent on Pou4f3 but not *vice versa*, consistent with the idea that Pou4f3 recruits Atoh1 to these new sites.

To explore whether the cluster of Atoh1+Pou4f3 co-bound sites includes genes activated upon HC differentiation, we integrated the RNA-seq and ChIP-seq datasets. We annotated the peaks in each category and performed GO analyses only for genes previously identified as DE in iGPA cells. This analysis revealed that DE genes with GO terms related to HC differentiation were mostly bound independently by Atoh1 or Pou4f3 (unique sites) with only a minor fraction of HC genes co-bound by both TFs (Figure 5F). Instead GO terms related to neuronal migration and axon guidance were most significant among the co-bound sites (Figure 5F). Overall, these data suggest that Pou4f3 directly recruits Atoh1 to new loci, but these are associated with neuronal rather than HC differentiation. In contrast, recruitment of Atoh1 to HC loci by Pou4f3 therefore appears to be largely indirect.

### 3.6 Gfi1 co-binds with Atoh1 at a subset of sites

Having shown that Gfi1 is critical for converting Atoh + Pou4f3 from neuronal determinants to HC determinants, it was surprising that it does not appear to redistribute Atoh1 or Pou4f3 binding. Moreover, Atoh1 binding peaks in iGPA cells are not associated with Gfi1 motifs (Figure 5C). We therefore considered a model in which Gfi1 functions in parallel to and independently of Atoh1/Pou4f3. One prediction of this model is that Gfi1 does not co-bind with Atoh1 or Pou4f3 during HC differentiation. To test this, we performed ChIP-seq for Gfi1 in iHCs generated from the iGPA line. Since we were unable to epitope tag Gfi1, we relied instead on a Gfi1 antibody for immunoprecipitation. This antibody gave a relatively low binding enrichment over the input DNA, resulting in only 3003 detectable peaks. Nevertheless, Gfi1-unique peaks (those that did not overlap with Atoh1 or Pou4f3) were strongly enriched in Gfi1 DNA motifs (see below), pointing to the specificity of binding.

We analysed these Gfi1 binding peaks for overlap with the other two TFs. To our surprise, 43% of these peaks overlapped with those of Atoh1 Figure 6A. Furthermore, Pou4f3 peaks overlapped with Gfi1 peaks mostly only where Atoh1 peaks were also present. Motif analysis revealed that Atoh1-Gfi1 co-bound peaks are not enriched in Gfi1 DNA motifs (Figures 6B,C). This corroborates our previous finding that Atoh1 and Pou4f3 peaks lack Gfi1 binding motifs (Supplementary Figure S6A). Instead, E-boxes featured prominently in those Gfi1 peaks that coincide with Atoh1 peaks. Pou4f motifs were also detectable, but only in peaks in common to all three TFs (Figures 6B,C). Together, these data suggest that Gfi1 is recruited to a set of loci through interaction with Atoh1 rather than through specific DNA binding. In support of this hypothesis we were able to recover Myc-tagged Atoh1 from an *in vitro* pulldown assay using a recombinant GST-Gfi1 protein (Figure 6G).

**FIGURE 6:**
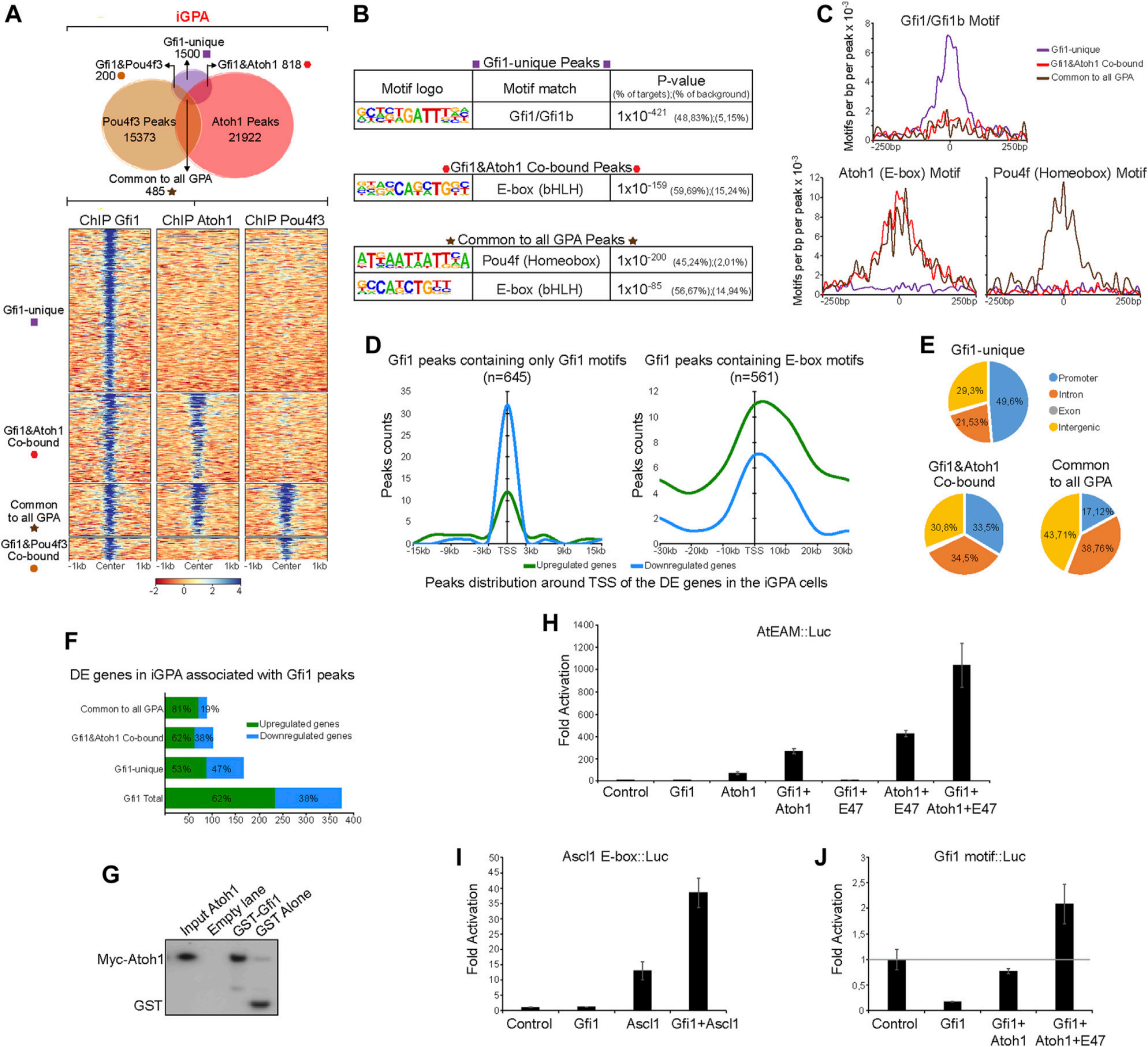
Gfi1 unique sites are enriched in Gfi1 motifs but Gfi1/Atoh1 cobound sites are enriched in E boxes. **(A)** Upper: Venn diagram showing the peaks overlap between Gfi1, Pou4f3, and Atoh1 ChIP-seq in iGPA EBs. Lower: Density heatmaps of Gfi1, Atoh1, and Pou4f3 ChIP-seq obtained from iGPA EBs 48 h post-induction of TF overexpression. The heatmap is divided by non-overlapping and overlapping peaks across these 3 ChIP-seq datasets as represented in the upper Venn diagram. **(B)** *de novo* motifs analyses showing the most significant motifs found in Gfi1 ChIP-seq dataset which was divided by Gfi1-unique peaks, Gfi1&Atoh1 co-bound and Gfi1&Atoh1&Pou4f3 co-bound (common to all GPA) peaks. **(C)** Frequency and distribution of Gfi1, Ebox, and Pou4f homeobox motifs across a 250 bp interval surrounding Gfi1 peak centres for each Gfi1 unique and overlapping peak groups. Gfi1 mofifs are highly enriched in the Gfi1-unique peaks but not in Gfi1 overlapping peaks where Ebox and homeobox motifs are enriched. **(D)** Gfi1 peaks divided by either containing Gfi1 motifs or Ebox motifs were associated with gene repression (blue) or activation (green) among the DE genes found in iGPA EBs. Smooth curves show higher numbers of peaks containing Gfi1 motifs associated with gene repression only close to TSS. In contrasts, the majority of Gfi1 peaks containing Ebox are associated with gene activation both close and outside (+/30 kb) of TSS. **(E)** Pie charts showing the location of Gfi1 unique and overlapping peak relative to several genomic features. **(F)** Percentages and numbers of downregulated and upregulated genes among the DE genes in iGPA EBs associated with Gfi1 peaks detected in iGPA cells. **(G)** GST pull-down analysis of Myc-tagged Atoh1 with GST-tagged Gfi1. Western blot probed with anti-Myc antibody. **(H)** Expression analysis of luciferase reporter gene under control of multimerised Atoh1 (AtEAM) motifs in cells cotransfected with expression vectors for Gfi1, Atoh1 and/or E47 (control is cotransfection with empty expression vector). Fold activation shown is relative to control. The data with E47 are from a separate experiment from the data without E47. **(I)** Similar to **(H)** but with a luciferase reporter gene under control of multimerised Ascl1 motifs. **(J)** Similar to **(H)** but with a luciferase reporter gene under control of multimerised Gfi1 binding motifs.

In addition to the overlapping Gfi1 peaks above, 50% of Gfi1 binding sites did not overlap with those of Atoh1 or Pou4f3. In contrast to the overlapping peaks, these “Gfi1-unique” sites were enriched in Gfi1 motifs (Figures 6B,C). Together, these findings raise the possibility that Gfi1 binds to one set of target sites directly and independently but is recruited to another set of loci through interaction with Atoh1.

### 3.7 Gfi1 regulates hair cell differentiation through both repression and Atoh1 co-activation

Gfi1 protein contains a SNAG domain which recruits co-repressors (Grimes et al., 1996; Zweidler-Mckay et al., 1996; Velinder et al., 2016), and it acts as a major transcriptional repressor during haematopoiesis (van der Meer et al., 2010; Möröy and Khandanpour 2011; Möröy et al., 2015). However, the *Drosophila* orthologue of Gfi1 (Senseless, SENS) (Nolo et al., 2000) has been reported to have dual functionality: SENS can act as a DNA-binding transcriptional repressor but also as a transcriptional co-activator of proneural TFs (including Atonal), enhancing their ability to stimulate sensory gene expression (Jafar-Nejad et al., 2003; Acar et al., 2006; Powell et al., 2008; Powell et al., 2012). Our observation of two distinct populations of Gfi1 sites in iHCs suggests that Gfi1 may similarly have dual functionality. We hypothesised that 1) Gfi1 represses genes that it binds to through its own motif independently of Atoh1, and 2) interaction between Gfi1 and Atoh1 at Atoh1-dependent sites switches Gfi1 from a repressor to a co-activator.

To test this hypothesis, we separated the Gfi1 peaks into two groups: one containing only Gfi1 motifs and the other containing E-box motifs, and assessed whether these were associated with genes that were activated or with genes that are repressed during iHC differentiation of iGPA cells. Consistent with Gfi1’s known role in hematopoiesis, peaks with Gfi1 motifs appeared to be strongly associated with gene repression, albeit only when located near to the TSS of the assigned genes (Figure 6D). In support of this, we observed that 49.6% of Gfi1-unique sites are located near promoters and around 47% of all Gfi1-unique sites are associated with downregulated genes (Figures 6E,F). In notable contrast, the majority of Gfi1 peaks with E-boxes (i.e., Gfi1-Atoh1 co-bound sites) are associated with up-regulated genes (Figure 6D). Interestingly, these Gfi1 and Atoh1 co-bound sites do not show a preference for promoters and are more frequently located in intergenic and intronic regions (Figure 6E). These findings support the hypothesis that Atoh1 can switch Gfi1 from a repressor to a co-activator.

We then looked for evidence for the different roles of Gfi1 by examining DE genes. We performed unsupervised clustering of all genes differentially expressed relative to no-dox controls in the iGfi1, iAtoh1, iG+A and iGPA lines. 

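In iGfi1, iAtoh1, iG+A and iGPA cells together, 3515 genes were past the threshold with Dox in at least 1 line. Requiring a log2 fold change of only 1 moved this count most, to 5257, and with at least 50 normalized counts in the filter it was 2843.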

A total of 1,921 genes were clustered into five groups in accordance with their shared expression patterns across these four lines. 

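Of the 486 genes up in iAtoh1 cells, the Dox effect was smaller in iG+A than in iAtoh1 cells past the threshold for 85, of which 79 were no longer up in iG+A cells. In simulations with the same true effect in both lines no gene up in iAtoh1 cells was called smaller. Requiring a log2 fold change of only 1 moved the 85 most, to 158. Over all genes 410 had a smaller Dox effect in iG+A, 122 of them past the threshold downward in iGfi1 cells.

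Of the gene families named in the paper's text, 34 Hox genes had a median log2 fold change of 0.78 in iAtoh1 cells, with 1 past the threshold upward by limma (11 at an unadjusted p under 0.05), Hoxb3 (Entrez 15410, chromosome 11, 96184640 to 96207999). Their median was −0.03 in iG+A cells, between −0.20 and 0.00 under other scalings, with 4 past the threshold upward and 11 downward. Their median difference between iG+A and iAtoh1 was −0.71, with 10 smaller and 1 larger past the threshold. The Id genes had medians of 1.56 in iAtoh1 and 1.34 in iG+A cells and a median difference of −0.30, with 0 past the threshold by limma and 1 smaller at an unadjusted p under 0.05. Otx1 (Entrez 18423, chromosome 11, 21894767 to 21902900) rose by 3.39 (standard error 0.81, limma adjusted p = 0.00532) in iAtoh1 and 1.23 (standard error 0.81, limma adjusted p = 0.235) in iG+A cells, a difference of −2.16 (standard error 1.14, limma adjusted p = 0.222). Its replicates were 255 and 414 normalized counts in iAtoh1 Dox and 19.1 and 31.7 in iG+A Dox, and the difference was past the threshold with the replicate block (adjusted p = 0.0349) and with one control group (−3.67, adjusted p = 0.00328). Its call in iAtoh1 cells was lost without replicate 2 of iAtoh1 Dox (adjusted p = 0.0521) or of iAtoh1 No Dox (0.0617). The largest decreases from iAtoh1 to iG+A were those of Lrrc17 and Angpt2 (Entrez 11601, chromosome 8, 18690263 to 18741562), both among the 41 genes that switch between 0 and over 50 in untreated libraries, and of Insyn2b (Entrez 574403, no NCBIM37 coordinates), at 51.2 and 41.6 in iAtoh1 Dox and 0 in both iG+A Dox libraries.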

Group 4 includes a set of Atoh1-responsive genes that are repressed by the presence of Gfi1 (Supplementary Figure S7A: Group 4). We were able to detect Gfi1 binding at the vicinity of some group 4-genes, including several Hox and Id genes, as well as TFs important for lineage differentiation (e.g., Otx1 and NeuroD4) (Supplementary Figure S7B). This supports the suggestion that part of Gfi1’s function is the direct repression of non-HC targets. In addition, groups 1 and 2 contain genes that require Gfi1 and Atoh1 for their upregulation. Interestingly, Gfi1 enhanced the expression of common Atoh1 target genes (Supplementary Figure S7A: Group 1-Notch and neuronal genes), as well as enabling expression of a group of genes that Atoh1 by itself is not able to activate (Supplementary Figure S7A: Group 2). 

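Of the 486 genes up in iAtoh1 cells, 47 had a larger Dox effect in iG+A than in iAtoh1 cells past the threshold, against 0 in simulations with the same true effect in both lines. Over all genes 747 had a larger effect, of which 700 were not past the threshold upward in iAtoh1 cells and 163 were up in iGfi1 cells. With only the groups compared in the fit the 747 moved most, to 469, and with genes up in iP+A cells in place of those up in iAtoh1 the 47 moved most, to 118. The largest increases from iAtoh1 to iG+A were those of Pcdhgb2, at 0 in both iAtoh1 Dox libraries, Sst, whose Dox effect was larger by 9.83 (standard error 1.04, limma adjusted p = 7.07e-06), and Scx (Entrez 20289, chromosome 15, 76287868 to 76289898), at 465 and 393 normalized counts in iG+A Dox and 0 without Dox.

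Of 18 Notch pathway genes from a list written from general knowledge, 10 were past the threshold upward in iAtoh1 (median log2 fold change 1.79) and 12 in iG+A cells (3.08), with the same numbers adjusted over the list alone and camera adjusted p of 1.37e-10 and 4.35e-09. With an estimated correlation the iAtoh1 call held (adjusted p = 0.0378) and the iG+A call was lost (0.0515). The difference was past the threshold upward for 3 (5 adjusted over the list alone) and had a median of 0.50, with 13 of 18 genes higher in iG+A cells. Of 1238 genes up in iG+A cells, 444 (35.9%) were also up in iGfi1 or iAtoh1 cells.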

Notably, this included genes associated with inner ear morphogenesis. However, the other HC-related GO term ‘sensory perception of sound’ is only associated with genes upregulated in the presence of all three TFs (Group 3), supporting the phenotypic observations that more complete iHC differentiation requires Pou4f3 in addition to Gfi1 and Atoh1.

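From iG+A to iGPA cells, which adds Pou4f3, the Dox effect was larger past the threshold for 270 genes and smaller for 101, at a median standard error of 0.261. Simulations with the same true effect gave at most 2 genes. Without replicate 1 of iGPA No Dox 63 were smaller, and without replicate 1 of iG+A No Dox 65. Of the genes up in iGPA cells, 473 were up in none of iAtoh1, iGfi1 and iG+A cells; the effect was larger in iGPA than in iG+A cells past the threshold for 129 of them, and 238 were up in iPou4f3, iP+A or iG+P cells. Of the 37 hair bundle and synapse genes 9 had a larger effect in iGPA than in iG+A cells (12 adjusted over the list alone), with a median difference of 1.07. Otof differed between these lines by 4.46 (standard error 0.68, limma adjusted p = 5.86e-04) and Lhx3 by 3.01 (standard error 1.09, limma adjusted p = 0.139). Of the 6 HC markers of the paper's text 3 were up in iG+A, 2 in iG+P and 4 in iGPA cells. From the GO terms of its groups (Supplementary Figure S7A) the paper reasons that Pou4f3 adds to Gfi1 and Atoh1.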

To further test the hypothesis that Gfi1 is both a repressor and an Atoh1-dependent co-activator, we performed transcriptional assays in P19 cells transfected with reporter constructs bearing luciferase with a minimal promoter sequence under the regulation of multimerised binding sites for Gfi1 or Atoh1. We first tested the effect of Gfi1 expression on the expression of luciferase under control of a promoter that consisted of strong Gfi1 binding sites (R21). Consistent with the findings of previous studies, Gfi1 was able to repress expression of the R21 reporter gene efficiently (Grimes et al., 1996; Zweidler-Mckay et al., 1996) (Figure 6J). This corroborates our observation in iGPA cells that Gfi1 binding to its own motif is associated with transcriptional repression. We then tested a reporter gene under the control of multimerised Atoh1 E box binding sites (AtEAM)^6^. As expected, expression of Atoh1 on its own was able to induce AtEAM reporter gene expression and this effect was further enhanced by adding an E-protein (E-proteins are essential heterodimerisation partners of Atoh1) (Figure 6H). Expression of Gfi1 alone had no effect on reporter activity consistent with inability to bind the E box, but remarkably co-expression of Gfi1 and Atoh1 significantly augmented reporter gene expression. This reveals a synergy in activity between these two TFs (Figure 6H). Similar results were observed when Gfi1 was co-expressed with another proneural bHLH factor, Ascl1, suggesting that such synergistic effect could occur more broadly in other cell fate decisions requiring proneural TFs (Figure 6I). Interestingly, expression of Atoh1 is also able to counteract Gfi1 repression of the R21-regulated reporter gene, presumably because Atoh1 binds directly to Gfi1. Such a derepression effect might explain why we still detect 53% of genes up-regulated when Gfi1 is bound to their regulatory regions *via* its DNA motifs (Figure 6F) in the presence of Atoh1.

Taken together, these findings suggest that Gfi1 has a dual capacity to 1) act as a transcriptional repressor when bound to its DNA motifs located at promoter regions; 2) act as a transcriptional co-activator when interacting with Atoh1.

## 4 Discussion

Although the lineage-determining ability of TFs is often modulated by working in combination with other TFs, the mechanisms by which such switching occurs are not well known. In this study using a model *in vitro* system, we found that Atoh1 is repurposed from a neuronal to HC determinant by the combined activity of Gfi1 and Pou4f3. Our evidence suggests that Atoh1 repurposing entails two major mechanisms: 1) allowing Atoh1 access to genomic locations controlling the expression of sensory genes; 2) enhancing Atoh1’s activity at its HC target genes. These two events are unlocked by Pou4f3 and Gfi1, respectively, and at least part of their effect is likely by direct interaction with Atoh1 (Figure 7).

**FIGURE 7:**
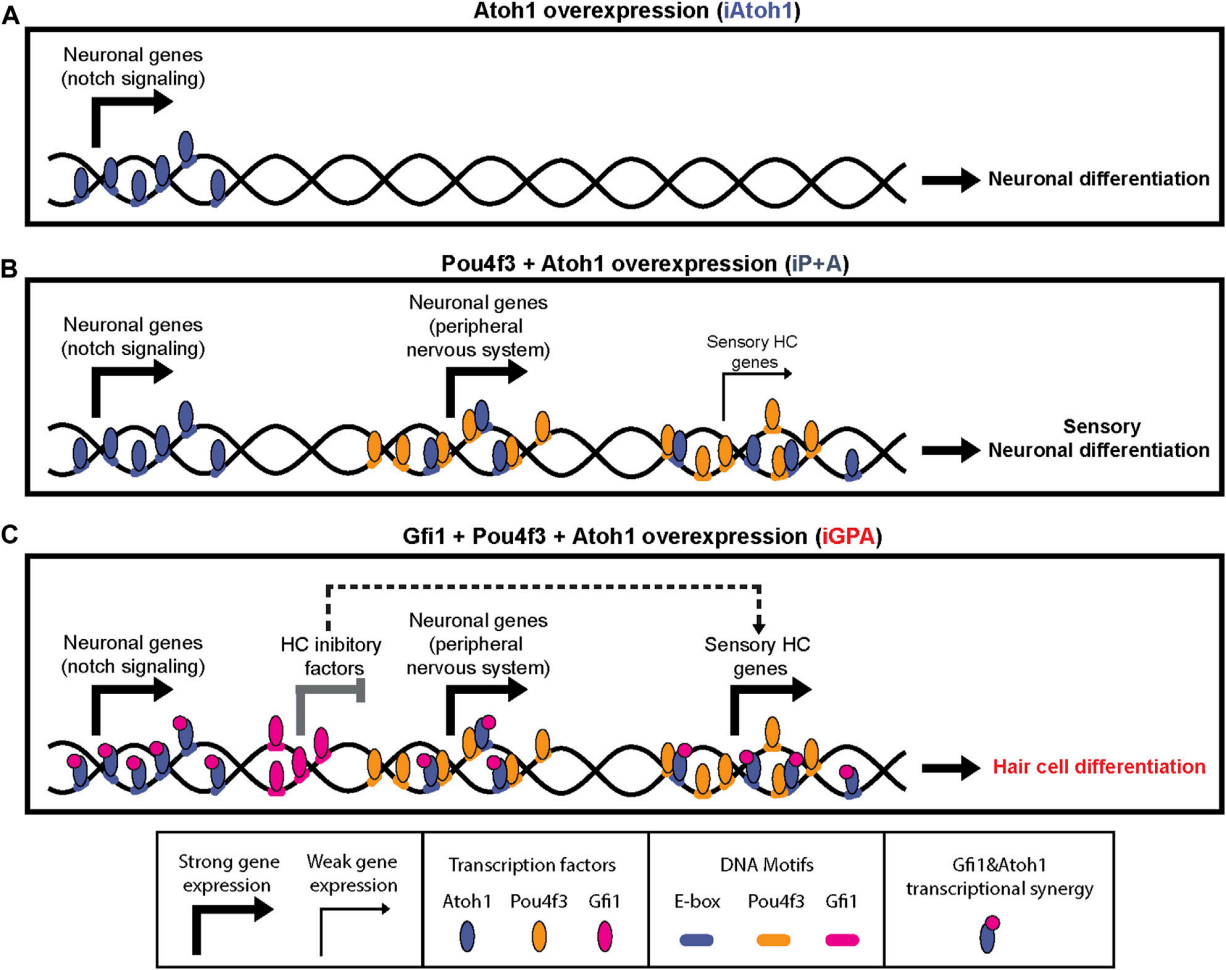
Pou4f3 and Gfi1 contribute different mechanisms in converting Atoh1 to an HC determinant in mESCs. Schematic summary of findings and possible interpretation. **(A–C)** Atoh1 binds to neuronal targets in all conditions. **(B)** Presence of Pou4f3 recruits Atoh1 (partly directly) to sensory targets (neuronal and HC) but this does not result in strong HC gene upregulation. **(C)** Gfi1 has a dual function in HC differentiation: it binds to and represses some targets that would otherwise interfere with HC differentiation; it cobinds *via* interaction with Atoh1 to sensory and HC targets where it promotes upregulation.

### 4.1 Pou4f3 as a competence or pioneer factor for Atoh1

Pou4f3 expression enables the recruitment of Atoh1 to new genomic locations vital for HC differentiation. In the absence of Gfi1, however, this recruitment does not lead to full HC gene activation, rather to activation of sensory neuronal genes (Figure 7). Given the co-occurrence of their binding motifs, part of this recruitment (at co-bound sites) is potentially by direct interaction. It is particularly striking that Pou4f3’s binding activity is unaffected upon Atoh1 (or Gfi1) expression, and yet by itself it has little capacity for transcriptional regulation in ESCs (Figure 5C). Together, these observations suggest that Pou4f3 establishes lineage-specific competence for Atoh1-driven sensory cell differentiation, perhaps as a pioneer factor that allows Atoh1 access to its sensory targets. Consistent with this are reports that Pou domain TFs can reprogram mouse and human fibroblasts into iHC (Duran Alonso et al., 2018). A recent study of embryonic mouse cochlea cells corroborates our data by finding that about half of Atoh1 sites are inaccessible until Pou4f3 is activated (as a target of Atoh1 itself) (Yu et al., 2021).

Interestingly, this implies that Atoh1 is not a pioneer factor in HC differentiation *in vitro* (and perhaps *in vivo*). Indeed, *in vivo* evidence from intestinal crypt cell differentiation suggests that chromatin modification precedes Atoh1 binding (Kim et al., 2014). Together, this contrasts Atoh1 function with Ascl1, a related proneural factor that features heavily in “TF cocktails” for direct reprogramming of a variety of neuronal cell lineages (Masserdotti et al., 2016). Ascl1 appears to be a pioneer factor capable of binding nucleosome occluded DNA and of promoting chromatin accessibility at its targets in neuronal differentiation (Wapinski et al., 2013; Raposo et al., 2015).

Interestingly, whilst Pou4f3 recruits Atoh1 to new targets, it does not displace Atoh1 from its default neuronal targets. Lineage switching in iGPA cells therefore does not involve complete replacement of one programme by an alternative one. This may reflect the functional similarities between HCs and neurons, e.g., both require proteins for synaptic neurotransmission.

While a major effect of Pou4f3 may be to repurpose Atoh1 directly, it should be noted that many Pou4f3 sites are distinct from Atoh1 sites, suggesting that part of its function is indirect.

### 4.2 A dual function for Gfi1 as a transcriptional repressor and basic helix-loop-helix co-activator

In contrast to Pou4f3, Gfi1 does not alter Atoh1 binding sites. Instead Gfi1 appears to be recruited to Atoh1 sites where it acts as a co-activator of sensory genes. Thus overall, full HC determinant ability of Atoh1 requires Pou4f3 to guide it to new genomic sites, and Gfi1 to enable efficient activation of HC genes.

Our previous understanding of how Gfi1 regulates transcription largely comes from research into its role in hematopoietic development, where it acts as a major DNA-binding transcriptional repressor by recruiting chromatin regulatory complexes *via* its SNAG domain (McGhee et al., 2003; Duan et al., 2005; Saleque et al., 2007; Thambyrajah et al., 2016). Here we propose that Gfi1 additionally acts as a co-activator of Atoh1 target genes. The dual role of Gfi1 is supported in a study of mouse Gfi1 deficient HCs, which shows that it represses neuronal genes alongside activation of hair cell genes (Matern et al., 2020). Such a dual function for Gfi1 also has strong support from studies of the *Drosophila* orthologue, SENS (Nolo et al., 2000) during sensory neuron specification. As well as acting as a DNA-binding transcriptional repressor, SENS promotes the activity of bHLH proneural factors, including Atonal (Jafar-Nejad et al., 2003; Acar et al., 2006; Powell et al., 2008; Powell et al., 2012). In this role, SENS does not bind to its DNA motif, but directly binds proneural factors *via* its Zn-finger domains. Our findings suggest that such dual functionality of Gfi1/SENS is highly conserved during the specification of mechanosensory cells by Atoh1/Atonal. Indeed, a similar conclusion was reached in a recent study of Gfi1-deficient mice (Jen et al., 2022). Gfi1 differs from SENS in possessing a SNAG domain. This might suggest that binding to Atoh1 must mask the SNAG domain to prevent its repressive activity. Interestingly, Atonal binding to SENS also interferes with its ability to repress targets (Witt et al., 2010).

In *Drosophila*, interaction of SENS with proneural factors has been proposed to constitute a temporal switch from repressor to co-activator during sensory precursor specification (Jafar-Nejad et al., 2003). In our model, we suggest that Gfi1 repressor and co-activator roles are required concomitantly at different targets during HC differentiation. While co-activation is required for Atoh1-dependent HC gene expression, direct Gfi1-mediated gene repression is also likely to be important. 

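Neurod4 (Entrez 11923, chromosome 10, 129705209 to 129717296) stayed below the filter on low counts. Its normalized counts were 6.40 and 8.51 in iAtoh1 Dox, 3.19 and 1.22 in iG+A Dox and 1.02 and 5.05 in iGPA Dox replicates. In the fit without a filter it rose by 2.64 in iAtoh1 (standard error 0.71, limma adjusted p = 0.0135) and 1.61 in iG+A cells (limma adjusted p = 0.0862), and the difference between these Dox effects was −1.03 (standard error 1.00, limma adjusted p = 0.573).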

A good example is the repression by Gfi1 of two bHLH TFs, Ascl1 and NeuroD4. These factors have the capacity to reprogram different cell types into neurons and so would be likely to favour Atoh1’s neurogenic activity unless repressed by Gfi1.

Future studies are needed to understand whether Gfi1 also acts as transcriptional co-activator in the hematopoietic and intestinal systems. Indeed, a few examples have been reported in which Gfi1 may activate gene expression during hematopoiesis, but in these cases Gfi1 appears to bind to its DNA motif (van der Meer et al., 2010). Atoh1/Gfi1 are co-expressed in several other cellular lineages, strongly suggesting that the synergistic mechanism may function beyond HCs. In cases where Gfi1 is not co-expressed with Atoh1 (e.g., hematopoiesis), it is possible that Gfi1 may similarly co-activate with other TFs.

### 4.3 Reprogramming by survival/maintenance factors: Implications for *in vitro* programming models and for hair cell gene therapy

*In vitro*, Gfi1 and Pou4f3 are crucial for repurposing Atoh1 for HC identity. In mouse knockout studies, however, both Gfi1 and Pou4f3 appear to be necessary for HC survival and differentiation rather than initial fate determination (Xiang et al., 1998; Wallis et al., 2003). It is possible that the embryonic otic environment has factors and mechanisms that can compensate for these functions of Pou4f3 and Gfi1. Moreover, for Gfi1, its Atoh1-synergising role may reflect their interaction at a later stage of lineage determination/maintenance *in vivo*. It is interesting to note that this parallels SENS function in *Drosophila*: SENS appears to function during sensory lineage determination by proneural factors (Jafar-Nejad et al., 2003; Acar et al., 2006; Powell et al., 2008) and yet SENS mutants mainly show defects in sensory lineage survival and differentiation (Nolo et al., 2000).

In this regard, the similarities between the iGPA strategy and other “reprogramming cocktails” is striking (Srivastava et al., 2013; Masserdotti et al., 2016). For instance, the original “ABM” regime for neuronal differentiation likewise consists of a bHLH proneural factor (Ascl1), a Pou domain TF (Brn2/Pou3f2) and Zn-finger TF (Myt1l) (Vierbuchen et al., 2010). Myt1l is suggested to safeguard neuronal identity during reprogramming by repressing non-neuronal lineages (Mall et al., 2017). Gfi1 may be acting similarly to repress inappropriate gene expression during HC differentiation.

The mechanisms by which Gfi1, Pou4f3 and Atoh1 orchestrate a reprogramming event towards HC fate may have implications for developing new therapies. HC loss is a major cause of human sensorineural hearing loss, which is permanent because HCs do not regenerate in mammals. There is much interest in inducing HC regeneration using vector-supplied *Atoh1* (Richardson and Atkinson 2015; Zhang et al., 2018). Rodent models demonstrate that cochlear overexpression of Atoh1 is sufficient to generate new ectopic HCs during embryonic inner ear development, but it fails at later postnatal/adult stages (Liu et al., 2012). Our findings that Pou4f3 facilitates Atoh1 binding to HC genes and Gfi1 efficiently enhances Atoh1 activation of HC genes suggest several avenues for enhancing the therapeutic potential of Atoh1.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE136909.

How the deposited data were processed for this re-analysis (not part of the article)

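The deposited table holds 1 column for each of the 28 libraries: 7 inducible mouse embryonic stem cell lines, with Dox (2 µg/ml, 48 h, mVenus+ cells sorted at day 6) and without Dox (untreated, unsorted EBs at day 6), in 2 replicates each. Libraries were made from 1 µg of total RNA with a kit for mRNA and sequenced on an Illumina HiSeq. The authors trimmed adapters with cutadapt, pseudo-aligned the reads with Kallisto to UCSC knownGene transcripts of mm9, summed them to genes with tximport and normalized them with DESeq2. The paper called genes at a false discovery rate under 0.05 and a log2 fold change above 1.5. The deposited values are log2(normalized count + 1) as the authors made them from their normalized counts, with a highest value of 18.52, for 19421 genes by Entrez ID, and 2 to the power of a value minus 1 returns the normalized count. Genes were named from a list of RefSeq genes, which held 19314 of them and left 107 unnamed, and placed by the NCBIM37 annotation of GENCODE M1.

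Whole reads could not be recovered. Between 71.9% and 79.4% of the normalized counts up to 20 lay within 0.05 of a whole multiple of their library's step, and the value of 1 read ran from 0.8165 to 1.223. Tests that need whole counts were therefore not run. Depth estimated from these steps was 30.3 to 48.0 M reads, the sums of normalized counts were 36.8 to 40.4 M, the 10 most abundant genes took 3.63% to 4.76% of them, and 17628 to 18074 genes were above 0 in a library.

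Genes with at least 10 normalized counts in at least 2 libraries were kept (16837). All 14 groups were fitted together with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, 14 residual degrees of freedom and Benjamini-Hochberg adjustment within each contrast. The contrasts were Dox against No Dox in each line, iGPA Dox against iP+A Dox, differences of the Dox effects between lines, and the effects of iG+P and iG+A beyond the sum of the single lines. A gene is past the threshold at an adjusted p under 0.05 with a log2 fold change of at least 1.5 in either direction. With 2 libraries per group the counts carry the spread between replicates and not only counting error, which is small for genes with many reads and large for those with few.

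The series record describes the replicates as different clones of the same line. Replicate numbers were therefore taken to pair Dox and No Dox within a line, but it was not established that equal numbers mean the same clone. Across genes, the deviations of paired libraries correlated by 0.24 in iAtoh1, 0.13 in iGfi1, 0.23 in iPou4f3, 0.16 in iG+A, 0.10 in iG+P, 0.25 in iP+A and 0.15 in iGPA. A fit with the replicate of each line as a block was run as an alternative.

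Clusters were made with pam of the cluster package 2.1.8.1 (Euclidean distance, 4 clusters) on the genes past the threshold in iAtoh1 or iGPA cells. Each gene was described by the log2 of its mean normalized count plus 1 in 4 untreated libraries of iAtoh1 and iGPA, in iAtoh1 Dox and in iGPA Dox, standardized per gene. Cluster 1 is the one whose medoid is highest in iAtoh1, cluster 2 the one highest in iGPA of the rest, and pam with 2 clusters within cluster 1 gave 1A and 1B. Libraries were compared by Euclidean distance over all kept genes with complete linkage, and by principal components of the 500 genes of highest variance.

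13 gene lists were written from the paper or from general knowledge. They hold the paper's HC markers, neuronal markers, figure labels and genes named in its text, and hair bundle and synapse, general neuronal, sensory neuron, Notch pathway, pluripotency, fibroblast, blood, dissociation stress and Y-linked genes. Of the listed genes, Pdzd7, Col6a3 and Hba-a1 are not in the table. The lists were tested in each line with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, and adjusted over 91 tests.

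The genes named in the text follow a rule: every gene that the paper's text or legends name for expression, the labels of Figures 2E,F, the Hox and Id families, the 3 largest rises and falls past the threshold for each Dox contrast and for iG+A against iAtoh1 that moved the same way in both replicates, and Xist and the Y-linked genes as a check of clones. Transgenes are listed first and left out of the largest rises, and 1 gene that the paper's text names is not reported here.

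Alternatives tried, 1 at a time, were a pseudocount of 0.5 or 5, no filter or one of 50 normalized counts, quantile normalization, rescaling by the 75th percentile, the replicate block, only the groups compared in the fit, all 14 untreated libraries as one control group, limma without trend, a log2 fold change of at least 1, and each library left out in turn. For clusters they were genes past the threshold in both lines, No Dox from all 14 untreated libraries, linear means, 5 clusters and Ward clustering, for components and distances all kept genes, 1000 genes, 1 − Spearman correlation, average linkage and 500 genes, and for Atoh1-responsive genes those of iP+A.

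In a self-test with 200 genes changed by a known amount, 90.5% to 96.0% were recovered for Dox against No Dox, 85.5% for iG+A against iAtoh1, 93.0% for iGPA against iP+A, 76.0% for iG+P beyond the sum and 74.5% for iG+A beyond the sum, with 1 to 5 unchanged genes called. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The qPCR, immunostaining and chromatin data of the paper were not analysed here.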

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

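The tests of an equal Dox effect on Hprt, of mislabelled Dox and untreated samples, of a cassette sequence counted as Gh, of the share of cells with the transgene and of the Pou4f3 level behind Ptprq were chosen only after the result was seen; those of the Hprt region, of reads moved from Grb10 and of reads moved to Pcdhgb2 were not. The processing alternatives, the gene lists and the thresholds were set before the data were examined.

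Dox effects differ between lines for several genes the paper names, by a test of the difference itself with limma. From iAtoh1 to iGPA the effect was larger by 5.20 for Otof, 6.34 for Lhx3, 3.22 for Espn and 3.23 for Dcx. Otof also rose by 4.90 in iPou4f3 cells, and its effect in iGPA differed from that by 0.17 (adjusted p = 0.887). From iAtoh1 to iG+A the effect was larger by 3.32 for Lhx3, 1.59 for Myo7a and 2.84 for Espn, and differed by −3.08 for Tubb3. From iAtoh1 to iP+A it was larger by 4.01 for Otof, 3.19 for Tubb3 and 2.79 for Dcx. For Myo7a the call rests on 1 library: without iAtoh1 Dox replicate 1 the difference was 1.47, below the threshold. A different share of cells with the transgene would move the genes up in iAtoh1 cells in 1 direction only, but 68 of them had a smaller and 74 a larger Dox effect in iGPA cells, which argues against it as the whole cause. Every one of these lines was sorted with Dox and unsorted without. The difference in transgenes, which the design gives, stays open with differences between clones and between sorted fractions that were not tested.

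Ptprq rose past the threshold in iPou4f3, iG+P and iP+A cells (by 2.96 in the last) and not in iGPA cells: the difference from iG+P to iGPA was −5.01 and that from iPou4f3 to iGPA −5.38. Less Pou4f3 in iGPA cells is argued against, since the Pou4f3 mean in iGPA Dox was 2.79 times that in iPou4f3 Dox (14076 and 5037 normalized counts). The means in iG+P and iP+A Dox were 18737 and 11873. Atoh1 alone as what keeps Ptprq low does not go with its rise in iP+A cells, which carry Atoh1. The combination of transgenes stays open as untested.

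Hprt, which the paper does not discuss and which was chosen after its values were seen, was higher with Dox in all 7 lines, by 2.28 to 4.77. A change of the whole chromosome region is argued against by its 9 tested neighbours, whose median log2 fold change over the lines was −0.46 and whose highest was 2.02. An effect of doxycycline or sorting of equal size in every line is argued against by the levels: 2454 to 4619 normalized counts in Dox libraries with Atoh1 (median 3196) and 6955 to 9733 in those without (median 8153), an exact permutation p of 0.0286 over the means of the 7 lines, the smallest that 35 splits can give. Lines were taken as the unit after a permutation over libraries, which gave a smaller p, had been seen. Untreated libraries had 277 to 686 (median 414). The paper recombined its p2lox plasmids into A2Lox cells by a method it cites, but its text does not state where the inducible cassette lies. An effect of a nearby induced promoter therefore stays open and was not tested.

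Sncg and Gh, outside the genes the paper discusses, follow Pou4f3. Sncg rose by 8.98 in iG+P cells, with 2799 to 9112 normalized counts in Dox libraries with Pou4f3, 23.7 to 74.4 in other Dox libraries and at most 41.8 without Dox. Gh had at least 74.14 normalized counts in each Dox library with Pou4f3 and up to 1003. A sequence shared by all the inducible cassettes and counted as Gh is argued against. The highest Gh count in Dox libraries of lines without Pou4f3, which carry those shared parts too, was 5.47. A sequence present only in cassettes with Pou4f3 would give the same pattern and was not tested. No technical explanation was tested for Sncg; an effect of Pou4f3, which the design gives, is open for both genes.

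Pcdhgb2 was at 0 in every library without Gfi1 and Dox and at 228.9 to 1185 normalized counts in the Dox libraries of lines with Gfi1. Reads moved from other protocadherin gamma genes cannot be told apart from a rise of Pcdhgb2 itself: in 3 of 4 lines with Gfi1 the other tested members together fell by at least as many counts, and in iG+A they rose, with values per gene and not per exon. An effect of Gfi1 is open.

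Grb10 and B3glct, chosen after their values were seen, separate a line from the others with and without Dox. Grb10 had 390 to 654 normalized counts in the iP+A libraries and 22828 to 48691 in the 24 others, and was higher in iGPA Dox than in iP+A Dox by 5.82. B3glct had 14 to 27 in the iG+A libraries and 732 to 2094 elsewhere. A mislabelled Dox sample is argued against by the transgenes, which played no part in choosing these genes: all 4 Dox libraries of iP+A and iG+A held those of their label and no other. A mislabelled untreated sample is argued against as the cause, since it cannot lower those Dox libraries: the lowest library of the other lines had 43.4 times the Grb10 count of the highest iP+A Dox library and 36.2 times the B3glct count of the highest iG+A Dox library. The labels of the untreated libraries themselves were not tested. Reads assigned to another gene are argued against for Grb10: of 56 genes higher in all iP+A libraries than elsewhere, 0 gained at least 50% of the missing 34106 counts, the largest gain being 5142. A difference between the lines that arose when they were made stays open, and no biological explanation was tested.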

How the results depend on the processing

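All alternatives in this part were set before the data were examined, and none of their tests was chosen after the result was seen, except that the tally of sign changes and the test of Neurod4 were added afterwards. No result that was past its threshold reversed its direction. Among named genes below the threshold the sign changed in 10 comparisons, for Cdh23 in iGPA (0.33, lowest −0.59), Ptprq in iGPA (0.25, lowest −0.27) and Atoh1 beyond the sum in iG+P (−0.12, highest 0.44). The margin for staying was 1.5 times for counts and, for shares, the Wilson interval over genes, which leaves out the spread between replicates. For components it was the jackknife standard error, and for the ratio of distances the SD over pairings of replicates. Of 503 comparisons of counts and shares with a processing alternative, 433 stayed within these margins and 70 moved. Of 376 with 1 library left out 338 stayed and 38 moved. Of 847 comparisons of named genes 829 kept their side of the threshold, 9 were weaker and 9 stronger; with 1 library left out 376 of 388 did, 10 were weaker and 2 stronger. Of 273 comparisons of gene lists 222 kept theirs, 37 were weaker and 14 stronger. The counts and shares did not move under a pseudocount of 0.5, no filter, rescaling by the 75th percentile, the replicate block, limma without trend, No Dox from all 14 untreated libraries, 1000 genes in the components, average linkage or fry. The planned tests of whole counts were not run, because whole reads were not recovered. The cause of the changes below was not tested, except where fewer genes, fewer libraries or a lower threshold make it plain by construction.

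With a log2 fold change of at least 1, which calls more genes by construction, the genes up and down were 775 and 715 in iAtoh1 and 656 and 991 in iGfi1, 157 down in iPou4f3, 1342 down in iG+A, 1326 and 1417 in iG+P, 790 down in iP+A and 1368 down in iGPA. Higher in iGPA than iP+A Dox were 1346 and lower 1410. The Dox effect was smaller in iG+A than iAtoh1 for 619 genes, in iGPA than iG+A for 154 and in iP+A than iAtoh1 for 176. Of the genes up in iAtoh1, 79 had a larger and 158 a smaller effect in iG+A, and 120 a larger and 136 a smaller effect in iGPA. Cluster 1 held 938 genes and 1B 346, and 52.9% of cluster 2 was higher in iGPA than iP+A.

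With only the groups compared in the fit, which leaves fewer libraries for the spread, 226 genes were down in iAtoh1, 117 up and 18 down in iPou4f3, and 192 down in iP+A. The share of genes up in iAtoh1 also up in iGPA was 69.7%. The Dox effect was larger in iG+A than iAtoh1 for 469 and smaller for 249, among genes up in iAtoh1 for 23 and 48, larger in iGPA than iG+A for 144 and smaller for 39, and larger in iP+A than iAtoh1 for 193 and smaller for 56. Beyond the sum in iG+A were 144, 1A held 55.3% of cluster 1, and 47.4% of cluster 2 was up in iG+A.

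With one control group of 14 untreated libraries, 59 genes were beyond the sum in iG+P, 107 genes up in iAtoh1 had a smaller effect in iGPA, 238 a smaller effect in iGPA than iG+A and 532 a larger effect in iP+A than iAtoh1, and 36.3% and 60.7% of cluster 2 were up in iP+A and iG+A. A pseudocount of 5 gave 40 genes beyond the sum in iG+P and 70.9% of cluster 1 in 1A. The stricter filter gave 53.6% of cluster 2 up in iG+P. Quantile normalization gave 1221 genes up and 1085 down in iGPA (52.9% up, against 62% as deposited) and 1104 and 964 in iG+A (53.4% up, against 59.8%), each count within 1.5 times, and 59.4% of the genes up in iAtoh1 also up in iGPA, 33.2% of cluster 2 up in iP+A and 51.6% higher in iGPA than iP+A.

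Clusters of genes past the threshold in both lines held 162 genes in cluster 1, 164 in cluster 2, 107 in 1A and 55 in 1B, with 61.6% of cluster 2 up in iP+A, 56.1% in iG+P and 87.8% in iG+A. Linear means gave 311 genes in cluster 1, 215 in 1A, 96 in 1B and a 1A share of 69.1%. With 5 clusters 1A held 59 genes, 1B 395 and the share was 13%; with Ward clustering it was 68.7%. Atoh1-responsive genes chosen in iP+A gave 118 with a larger effect in iG+A. Over all filtered genes the first component carried 36.1%. The ratio of iP+A distances was 0.579 with 1 − Spearman correlation and 0.828 with 500 genes. With the estimated correlation 28 gene list calls were made.

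With 1 library left out the lone library of its group is assumed to vary like the other groups, whose spread is pooled. The lowest and highest values were 437 and 491 genes up and 323 and 422 down in iAtoh1, 222 and 333 up and 291 and 546 down in iGfi1, 163 and 199 up and 15 and 67 down in iPou4f3, 1100 and 1245 up and 676 and 845 down in iG+A, 731 and 904 up and 770 and 893 down in iG+P, 637 and 752 up and 233 and 529 down in iP+A, and 1319 and 1476 up and 788 and 875 down in iGPA. Higher in iGPA than iP+A were 741 and 877, lower 704 and 820. Genes in iAtoh1 or iGPA numbered 2544 and 2762 and in the 4 lines 3409 and 3598. Cluster 1 held 573 and 658, cluster 2 906 and 1022, 1A 245 and 434, and 1B 197 and 328. Larger in iG+A than iAtoh1 were 589 and 751, smaller 335 and 492, among genes up in iAtoh1 33 and 49 larger and 76 and 95 smaller, and in iGPA 54 and 78 larger and 54 and 79 smaller. Larger in iGPA than iG+A were 199 and 284, smaller 63 and 118, and larger in iP+A than iAtoh1 240 and 384, smaller 73 and 122. Beyond the sum were 160 and 455 in iG+A and 5 and 34 in iG+P.

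Of the shares, that of genes up in iAtoh1 also up in iGPA was 61.6% and 67.9%, that of 1A 42.8% and 66.5%, those of cluster 2 up in iP+A 25.4% and 32.4%, in iG+P 43.5% and 52.4%, in iG+A 48.2% and 54.7%, and higher in iGPA than iP+A 42.5% and 50.8%. The first component carried 44.4% and 52.3%, the second 10.9% and 16.2%, the ratio of distances was 0.787 and 0.818, and 25 and 27 libraries were placed with their group.

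Single libraries moved some counts by more than 1.5 times. The 1A genes numbered 245 without iAtoh1 Dox replicate 2, which also gave 73 genes with a smaller effect in iP+A than iAtoh1. The genes down in iPou4f3 were 48, 56, 15 and 67 without Dox replicate 1, Dox replicate 2, No Dox replicate 1 and No Dox replicate 2 of that line, and 163 were up without Dox replicate 2. Without iGfi1 Dox replicate 1, 222 genes were up and 291 down in iGfi1, and without iP+A Dox replicate 1, 233 were down in iP+A. A smaller effect in iGPA than iG+A was seen for 65 without iG+A No Dox replicate 1 and 63 without iGPA No Dox replicate 1. Beyond the sum in iG+A were 223 without iAtoh1 Dox replicate 1, 160 without iG+A No Dox replicate 1, and 216, 187 and 198 without iGfi1 Dox replicate 1, No Dox replicate 1 and No Dox replicate 2. In iG+P they were 12, 5 and 34 without iG+P Dox replicate 1, No Dox replicate 1 and No Dox replicate 2, 9, 5 and 8 without iGfi1 Dox replicate 2, No Dox replicate 1 and No Dox replicate 2, and 10, 10, 5 and 12 without the same libraries of iPou4f3 as above.

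Among named genes, the Barhl2 call in iAtoh1 (adjusted p 0.000154 to 0.172 over the alternatives) was lost with a pseudocount of 0.5, with only the groups compared and without iAtoh1 Dox replicate 1 (2.78, 0.172) or No Dox replicate 2 (2.80, 0.162). That in iPou4f3 (0.00397 to 0.386) was lost in these fits, without trend, and without Dox replicate 1 (0.211), Dox replicate 2 (0.156) or No Dox replicate 1 (0.386). The Dcx call in iPou4f3 (0.00364 to 0.161) was lost with only the groups compared and without Dox replicate 2 (0.0742) or No Dox replicate 1 (0.161), and the Otx1 call in iAtoh1 (0.00016 to 0.0617) without Dox replicate 2 (0.0521) or No Dox replicate 2 (0.0617). The Myo7a difference from iAtoh1 to iG+A fell to 1.47 with one control group and without iAtoh1 Dox replicate 1. Myo6 passed the threshold from iAtoh1 to iGPA without iAtoh1 No Dox replicate 2 (1.71) and from iG+A to iGPA without iG+A Dox replicate 1 (1.54), and both at a log2 fold change of at least 1, as did Tubb3 in iGPA. One control group also lost Atoh1 in iG+P (3.73e-06 to 0.889) and iGfi1 (0.00023 to 0.873), and made calls for Lhx3 in iG+P (0.0269 to 0.34), Otx1 from iAtoh1 to iG+A, Tubb3 from iAtoh1 to iGPA and Barhl2 in iGPA. A pseudocount of 5 made 1 for Lhx3 from iG+A to iGPA (0.0143 to 0.327).

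The replicate block assumes that replicate numbers pair Dox and No Dox within a line. It made the Otx1 difference from iAtoh1 to iG+A pass (adjusted p = 0.0349, with 0.00328 to 0.557 over the alternatives). Of the gene lists it lost the call of the paper's neuronal markers in iGPA (0.0651) and made calls for blood (0.0225) and dissociation stress (0.0374) in iGfi1 and pluripotency (0.0319) in iGPA. It changed no other call among the 77 named gene results and the 91 list tests compared. Calls of other genes were not compared under it. Neurod4, which the filter leaves out, was tested only in the fit without a filter.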

Differences from the paper's values

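The test of Neurod4 without a filter was chosen after its low counts were seen; no other test in this part was chosen after the result was seen.

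The paper gives 1921 genes clustered over iGfi1, iAtoh1, iG+A and iGPA cells, and 3515 genes were past the threshold in at least 1 of these lines here. The paper's count is below the 2818 genes it gives for iAtoh1 and iGPA alone, so it holds a further selection. The paper's main text does not describe that selection, and these values do not count the same thing. Here iAtoh1 and iGPA gave 2737. Of the alternatives set before the data were examined, the stricter filter of 50 normalized counts (2843 genes) came within 1.5 times the paper's count. A pseudocount of 0.5 (3535) or 5 (3059), no filter (3788), quantile normalization (3535), rescaling by the 75th percentile (3528), the replicate block (3624), only the groups compared (3130), one control group (3425), limma without trend (3467) and a log2 fold change of at least 1 (5257) did not.

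The paper places Dcx among the genes activated in iAtoh1 and not in iGPA cells. Here Dcx rose by 2.26 in iAtoh1 and by 5.49 in iGPA cells, the difference of 3.23 was past the threshold, and Dcx fell in cluster 1A. The smallest difference under the alternatives run was 2.15, with one control group. For Tubb3 and Barhl2, which the paper names with it, the Dox effect was smaller in iGPA cells, by −1.05 for Tubb3 (adjusted p = 0.164) and −1.17 for Barhl2 (adjusted p = 0.652), and both fell in cluster 1B. With one control group the Tubb3 difference was past the threshold (adjusted p = 0.00124, with a range of 0.00124 to 0.4 over the alternatives), while Barhl2 in iGPA cells rose past it (2.28, adjusted p = 0.0257, with a range of 0.0257 to 0.45).

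The paper states that Gfi1 or Pou4f3 alone changes gene expression little. Here 811 genes were past the threshold in iGfi1 cells, against 910 in iAtoh1 cells, and 350 in iPou4f3 cells. Without iGfi1 Dox replicate 1 the iGfi1 genes were 222 up and 291 down. The Dox libraries of both lines fell on the branch of the untreated libraries, at a distance of 109 for iGfi1 and 99.2 for iPou4f3 from their own untreated libraries, against 117 for iAtoh1 and 176 for iGPA. With only the groups compared, 117 genes were up and 18 down in iPou4f3 cells.

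The paper names Otx1, NeuroD4 and several Hox and Id genes among Atoh1-responsive genes that Gfi1 represses. It detected Gfi1 binding near them, which was not analysed here. Its main text does not say which Hox and Id genes these are, so all tested members of both families were taken here. The Otx1 difference from iAtoh1 to iG+A was −2.16 and not past the threshold (adjusted p = 0.222). It was past it with the replicate block (adjusted p = 0.0349) and with one control group (−3.67, adjusted p = 0.00328), with a range of 0.00328 to 0.557 over the alternatives. The Id genes had a median difference of −0.30 with 0 past the threshold by limma (1 at an unadjusted p under 0.05). For the Hox genes the median difference was −0.71 with 10 of 34 smaller and 1 larger past the threshold. From iAtoh1 to iGPA it was −2.40 with 19 smaller and 0 larger by limma (1 larger at an unadjusted p under 0.05), and in iGfi1 cells alone the median was −0.94 with 6 down. The Hox medians thus lean the way the paper states. Neurod4 stayed below the filter; in the fit without a filter it rose by 2.64 in iAtoh1 cells (adjusted p = 0.0135) and its difference from iAtoh1 to iG+A was −1.03 (adjusted p = 0.573), with 6.40 and 8.51 normalized counts in iAtoh1 Dox and 3.19 and 1.22 in iG+A Dox.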

Other observations

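The tests of genes beyond the sum, of Atoh1 in untreated libraries, of the cassette without doxycycline, of the blood, pluripotency and dissociation stress lists and of Cdh23 were chosen only after the result was seen; those of an effect shared with iGfi1 and of misassigned reads in Dox libraries were not.

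Atoh1 was higher in untreated libraries of lines with its cassette (29.6 to 120 normalized counts, median 79.8, 8 libraries) than of lines without (3.02 to 13.3, median 5.9, 6 libraries), with an exact permutation p of 0.0571 over the means of the 7 lines (0.0856 adjusted over 3 genes). The cassette is a property of a line, so lines were permuted; this unit was chosen after a permutation over libraries, which gave smaller p for all 3 genes, had been seen. The 7 lines allow only 35 splits, with a smallest p of 0.0286. Reads misassigned between libraries and expression of the cassette without doxycycline cannot be told apart from each other or from other differences between lines. Gfi1 had 57.9 to 119 (median 70.7) against 27.3 to 68.6 (median 39.7; exact permutation p = 0.0286, adjusted 0.0856), and Pou4f3 2.22 to 72.6 (median 23.2) against 2.25 to 20.5 (median 12.6; exact permutation p = 0.314, adjusted 0.314).

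Atoh1 rose with Dox in iGfi1 and iG+P cells, which carry no Atoh1 cassette, by 0.136% and 0.149% of its level in lines that do. In iPou4f3 cells, which carry none either, the change was 0.78 (adjusted p = 0.217), or 0.0434% of that level. Reads misassigned at 1 rate would reach the Dox libraries of all 3 lines alike, but the rate was not measured for any library, so the smaller change in iPou4f3 cells does not settle the source. Reads misassigned between Dox libraries cannot be told apart from a rise of the endogenous gene. Of 9 other genes abundant in the lines with Atoh1, 9 reached as large a share in iG+P cells, in iPou4f3 cells 8 and in iGfi1 cells 6. This decides nothing, since some of these genes rise past the threshold in lines without Atoh1: Nptx1, by 1840 normalized counts in iG+P cells, is up in the lines with Pou4f3 only, and Stra6 is up in all 7 lines.

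A doxycycline or sorting effect shared by the lines could add to the 811 genes called in iGfi1 cells. Of these, 503 (62.0%, 95% Wilson interval 58.6 to 65.3) had the same sign in iPou4f3 cells, with medians of 0.17 in place of 2.01 for the rises and −0.17 in place of −1.93 for the falls, which argues against it as the whole cause. Genes past the threshold in all 7 lines were 12 upward and 3 downward: Adam11, Adcy5, Btnl10, Grin2c, Hprt, Igfbpl1, Kcnj12, Pla2g2f, Prrxl1, Stra6, Tmem121b and Zfp804a, and Rhox6, Rhox9 and Tfec. These were chosen after their values were seen.

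Fewer genes were beyond the sum of the single lines in iG+P (20 above and 15 below) than in iG+A cells (336 and 168). Small departures hidden by the adjusted threshold are argued against as the whole cause, since at an unadjusted p under 0.05 limma gave 1399 genes for iG+P and 4049 for iG+A, where chance gives 842. A deviating library is argued against too: without each library in turn, the lowest count above the sum for iG+A was 160.

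The blood list fell in lines with Atoh1, with a median of −2.16 in iAtoh1, −1.80 in iG+A, −1.36 in iP+A and −0.69 in iGPA cells, and sorting as the cause is argued against by its median of 0.46 in iGfi1 cells, which were sorted as well. In iPou4f3 cells, which carry no Atoh1, the median was −0.20 and camera called the list downward (adjusted p = 0.0076) while fry did not (0.245). The pluripotency list had a median below 0 in all 7 lines, from −0.55 in iGPA to −2.32 in iP+A cells. Sorting cannot be told apart from differentiation there, since all 7 lines were sorted with Dox. Stress of sorting absent from untreated EBs and shared by all lines would raise the dissociation stress list in each. Its median rose in 3 and fell in 4, which argues against such a shared rise. The medians were 0.17 in iAtoh1, 0.43 in iGfi1, 0.09 in iG+P, −1.11 in iPou4f3, −0.45 in iG+A, −0.17 in iP+A and −0.05 in iGPA, where the mean was 0.05. Untreated libraries already had mean counts of 20400 for Fos and 26600 for Fosb. Stress in both kinds of library, or stress that differed between lines, is therefore not excluded.

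The Y-linked list had medians from −0.26 in iG+A to 0.32 in iGPA cells (−0.05 there under quantile normalization) with 1 of 5 tested genes past the threshold in iGPA cells and camera adjusted p of 0.44 or more; fry called it upward in iAtoh1 (adjusted p = 0.0203), iGfi1 (0.0439), iG+P (0.0333) and iGPA cells (0.00228); in iP+A cells its median was 0.07 and its mean −0.01, and in iG+A cells fry gave the opposite sign to the median. Eif2s3y ran from 23.4 to 757 normalized counts between libraries and Xist from 39.3 to 194. Of the 9 tested genes named in the paper's text, Atoh1, Gfi1 and Pou4f3 among them, 7 were up in iAtoh1, 2 in iGfi1, 4 in iPou4f3, 4 in iG+A, 4 in iG+P, 8 in iP+A and 4 in iGPA cells, and Sdha changed by −0.14 to 0.14. In lines without their cassette, Gfi1 rose by 1.55 in iPou4f3 and 1.65 in iP+A cells, and Pou4f3 by 2.21 in iAtoh1 and 3.11 in iG+A cells; misassigned reads were not tested for these.

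Genes past the threshold upward in the lines with a transgene and in no other were 79 for Atoh1, 85 for Gfi1 and 46 for Pou4f3, and downward 33, 114 and 3.

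Cdh23 was high in all 28 libraries (10367 to 68416 normalized counts, median 31330). A fixed share of the reads of its neighbour Psap (9683 to 17360, median 11849) counted as Cdh23 is argued against as the whole cause, since it would give an r near 1: over the 28 libraries r was −0.04 (permutation p = 0.851), with a 95% upper bound of 0.34. A share that varies between libraries cannot be told apart from expression of Cdh23, since it allows any r. The range of Cdh23 between libraries stays unexplained, and no biological explanation was tested.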
